# Transcript Profiling of *Paoenia ostii* during Artificial Chilling Induced Dormancy Release Identifies Activation of GA Pathway and Carbohydrate Metabolism

**DOI:** 10.1371/journal.pone.0055297

**Published:** 2013-02-06

**Authors:** Shupeng Gai, Yuxi Zhang, Chunying Liu, Yang Zhang, Guosheng Zheng

## Abstract

Endo-dormant flower buds must pass through a period of chilling to reinitiate growth and subsequent flowering, which is a major obstacle to the forcing culture of tree peony in winter. Customized cDNA microarray (8×15 K element) was used to investigate gene expression profiling in tree peony ‘Feng Dan Bai’ buds during 24 d chilling treatment at 0–4°C. According to the morphological changes after the whole plants were transferred to green house, endo-dormancy was released after 18 d chilling treatment, and prolonged chilling treatment increased bud break rate. Pearson correlation hierarchical clustering of sample groups was highly consistent with the dormancy transitions revealed by morphological changes. Totally 3,174 significantly differentially-expressed genes (P<0.05) were observed through endo-dormancy release process, of which the number of up-regulated (1,611) and that of down-regulated (1,563) was almost the same. Functional annotation of differentially-expressed genes revealed that cellular process, metabolic process, response to stimulus, regulation of biological process and development process were well-represented. Hierarchical clustering indicated that activation of genes involved in carbohydrate metabolism (Glycolysis, Citrate cycle and Pentose phosphate pathway), energy metabolism and cell growth. Based on the results of GO analysis, totally 51 probes presented in the microarray were associated with GA response and GA signaling pathway, and 22 of them were differently expressed. The expression profiles also revealed that the genes of GA biosynthesis, signaling and response involved in endo-dormancy release. We hypothesized that activation of GA pathway played a central role in the regulation of dormancy release in tree peony.

## Introduction

Tree peony (*Paeonia suffruticosa* Andrews) is one of the earliest and most well-known horticultural and medicinal plants in the world. Forcing culture is one of the main production parts in tree peony industry, especially for Spring Festival market in China. The dormancy is a major obstacle to the forcing culture of tree peony in winter. The flower buds of tree peony which finished differentiation in July or August must go through a period of bud dormancy before bud sprouting in spring with natural culture, or winter by forcing culture [1].

The dormancy of tree peony belongs to endo-dormancy according to Lang and Martin [2], similar to some temperate fruit plants like grape, apple, peach, kiwifruit and so on. The major method for budbreak in many perennial plants is to supply sufficient chilling exposure time during winter, and then induce growth in the following spring with appropriate warmer environment. The chilling requirement fulfillment is also important in tree peony production [1]. In recent years, warm winter appears more frequently due to global warming tendency, which results in insufficient chilling in almost all commercial cultivars. Insufficient chilling can subsequently lead to non-uniform bud break or delay bud break and flower blossom, which greatly influences the ornamental and commercial value of the flower. Therefore, more effective cultivation strategies and genetic control of dormancy release are now required, and the first step is to well understand the mechanism of dormancy induction and release.

Induction and release of dormancy were controlled through cooperation of large number of genes in woody plants [3]. Many research works about the physiological and molecular aspects of bud dormancy in grapes, kiwifruit, apple, peach and other woody plants have been published [4]–[11]. Characterization of complex network of biochemical and cellular processes for the regulation and execution of bud -dormancy release in tree peony has not yet been reported. Differences might exist in the dormancy release mechanism between tree peony and the fruit plants. For example, fruit crop was sensitive to HC (hydrogen cyanamide) which could promote the breaking of dormancy [12], but insensitive to exogenous gibberellins [13]. On the other hand, tree peony seems to be insensitive to HC according to our recent work (unpublished), while GA_3_ (gibberellin acid 3) can effectively stimulate the breaking of dormancy, which is also an important means practice applied in forcing culture. In grape, Ophir et al suggested that HC and heat shock (HS) induced dormancy release involving in tricarboxylic acid cycle (TCA cycle), ATP synthesis, oxidative phosphorylation and oxidative stress [7]. Regulations of GA biosynthesis and signaling pathway were poorly described in related studies during dormancy release after chilling and dormancy-breaking compound treatments. Hence, better understanding of physiological processes involved in dormancy regulation, especially the regulations of GA biosynthesis and signaling pathway would be benefit to understand the mechanism of dormancy release.

In recent years, studies on tree peony had been focused on physiological and horticultural aspects of dormancy, such as nutrient substance, membrane lipid peroxidation and the endogenous hormones dynamic changes during the chilling requirement fulfillment [14]–[16]. Huang et al screened 31 unigenes associated with dormancy release in tree peony by SSH (suppression subtractive hybridization) [17], [18], but the information was still limited to understand the complex biochemical network responsible for the regulation and execution of the dormancy process. More recently, we performed transcriptome sequencing in tree peony during chilling requirement fulfillment on the Roche 454 GS FLX platform, and obtained over 15,000 high quality unigenes [19]. This dataset made it feasible to investigate the levels of genome-wide gene expression in dormancy release by microarray technology and can provide more information to understand the genetic and physiological changes during the dormancy release process in tree peony.

## Materials and Methods

### Plant Materials

Four-year-old tree peony plants (*Paoenia ostii* ‘Feng Dan Bai’) were potted and moved to refrigerating room with temperature at 0–4°C from 5 November to 30 December 2009 in Qingdao, Shandong, China. Mixed buds, three buds for each individual, were collected after 0 d, 6 d, 12 d, 15 d, 18 d and 24 d chilling requirement fulfilling during the period of bud dormancy release. Three replicates (3 plants/replicate) were harvested and immediately frozen in liquid nitrogen and stored at −80°C until use.

### Measurement of Bud Dormancy Status

Tree peony plants after 0 d, 6 d, 12 d, 15 d, 18 d and 24 d chilling treatment were then transported to green house (18–22°C, 8-h-light/16-h-dark cycle). The morphological changes of mixed buds were observed to define the stages of dormancy [17], [18]. Bud break was defined as tissue visible expanding beneath bud scales. Flower buds from ten individuals were monitored for each chilling treatment, and the percentage of bud break was calculated for three replications. Analysis of variance (ANOVA) was used to determine significance of bud break and flowering rate difference (CoHort, Monterey, CA, USA).

### RNA Extraction

Total RNA of three biological replicates was extracted using TRIZOL Reagent (Carlsbad, CA, US) following the manufacturer’s instructions and RNA integrity was checked for RIN (RNA Integrity Number) by an Agilent Bioanalyzer 2100 (Agilent technologies, Santa Clara, CA, US). Qualified total RNA was further purified by RNeasy mini kit (QIAGEN, GmBH, Germany).

### Microarray Processing and Analysis

The *P. ostii* DNA microarrays were customized using Agilent eArray 5.0 program according to the manufacturer's recommendations (https://earray.chem.agilent.com/earray/). Each customized microarray (8×15 K) contained spots of 14,951 gene-specific *60-mer* oligonucleotides representing non abundant ESTs obtained from 454 sequencing of normalized cDNA from tree peony buds during chilling treatment [19], and negative and positive control. It was generated following the manufacturer’s instructions. The raw data were) and the Project ID is 65,217.

Total RNA was amplified and labeled by Low RNA Input Linear Amplification kit (Cat#5184-3523, Agilent technologies, Santa Clara, CA, US), 5-(3-aminoallyl)-UTP (Cat#AM8436, Ambion, Austin, TX,US), and Cy3 NHS ester (Cat#PA13105,GE healthcare Biosciences, Pittsburgh, PA,US) following the manufacturer’s instructions. Labeled cRNA were purified by RNeasy mini kit (Cat#74106, QIAGEN, GmBH, Germany). Each Slide was hybridized with 1.65 µg Cy3-labeled cRNA using Gene Expression Hybridization Kit (Cat#5188–5242, Agilent technologies, Santa Clara, CA, US) in Hybridization Oven (Cat#G2545A, Agilent technologies, Santa Clara, CA, US), according to the manufacturer’s instructions. After 17 hours hybridization, slides were washed in staining dishes (Cat#121, Thermo Shandon, Waltham, MA, US) with Gene Expression Wash Buffer Kit(Cat#5188–5327, Agilent technologies, Santa Clara, CA, US), Stabilization and Drying Solution (Cat#5185–5979, Agilent technologies, Santa Clara, CA, US) following the manufacturer’s instructions. Slides were scanned by Agilent Microarray Scanner (Cat#G2565BA, Agilent technologies, Santa Clara, CA, US) and Feature Extraction software 10.7 (Agilent technologies, Santa Clara, CA, US) with default settings, with scan resolution = 5 µm, PMT 100%, 10%. Raw data were normalized by Quantile algorithm, Gene Spring Software 11.5.1 (Agilent technologies, Santa Clara, CA, US).

Differential expression was analyzed with a mixed model representation based on the normalized single channel intensities using the R software package LIMMA [20]. Significantly differentially expressed genes were identified (*P*<0.05) between any sample time points using ANOVA and Turkey’s HSD test. Redundancy of significantly differentially-expressed genes was eliminated before hierarchical clustering by calculating mean expression values for ESTs that aligned to the same contig. Cluster analysis of expression patterns for differentially expressed genes was done to identify likely endo-dormant and eco-dormant samples.

According to the analysis method of Mathiason [6], the expression data at 0 d of chilling treatment was not included in our study, which would reveal early response to chilling, not the accumulation of chilling treatment time. ANOVA identified significantly differentially expressed genes (*P*<0.05) with comparison between 6 d chilling treatment and other chilling time points. Pearson correlation hierarchical clustering was performed with MeV_4_0 software (http://mev.tm4.org) [21], to analyze gene expression patterns throughout the chilling requirement fulfillment periods.

To test the dormancy relevance of a subset genes involved in a specific biological process, we performed an unbiased gene ontology (GO) analysis and KEGG pathway analysis to make them be well-represented in an incomplete transcriptome sequencing effort as before described [19].The raw data have been deposited in NCBI’s Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) and are accessible through GEO Series number GSE40004.

### Real-time PCR

Candidate genes were chosen from redundant ESTs to ensure the availability of high quality sequence for primer design using Primer Premier 5.0 with default parameters for Real-time PCR (see File S1). Beta actin, which showed no significant change in expression throughout the chilling treatment, was used as control gene to normalize the RT-PCR results. RNA was extracted as described previously from flower buds that went through 0 d, 6 d, 12 d, 15 d, 18 d and 24 d of chilling treatments. First strand cDNA was synthesized from 2 µg of total RNA using PrimerScript™ RT reagent Kit (TaKaRa) according to the manufacturer’s instructions. The PCR reaction was performed in 25 µl, containing 12.5 µl 2×SYBR Green Master mix (TaKaRa), 300 nmol/L each primer and 2 µl 10-fold diluted cDNA template. The PCR reactions were run in Chromo 4 (BioRad, USA) using the following program: 95°C for 30 s and 45 cycles of 95°C 5 s, 57°C 30 s and 72°C 30 s. The reactions were run in triplicate, and the results for each gene were averaged. Heat-maps of the RT-PCR and microarray data were performed using Cluster and TreeView software (Stanford University, Stanford, CA, USA) as described by Eisen et al., based on log_2_ values [22].

## Results

### Evaluation of Dormancy Status of *Paoenia ostii* ‘Feng Dan Bai’

To determine the dormancy phases of buds, the fulfillment of the chilling requirement and the timing of transition from endo-dormancy to eco-dormancy in *P. ostii* ‘Feng Dan Bai’, we examined the percentages of budbreak and flower blossom (Figure 1). As the time of chilling treatment increased, the percentages of bud break and flower blossom increased with faster germination. After being transferred into greenhouse (18–22°C), the buds that received less than 6 d of chilling treatment faded away and never blossomed, whereas the buds that received about 12–15 d chilling treatment partially burst and then blossomed without normal leaves. After 18 d chilling treatment nearly 100 percentages of the buds sprouted and then blossomed. There was no difference between 18 d and 24 d of chilling treatment (*P*>0.05). The results indicated that the length of chilling treatment had a significant effect on the percentage of budbreak and blossom, and 18 d chilling treatment was required to completely break endo-dormancy in tree peony ‘Feng Dan Bai’. Therefore, flower buds receiving less than 18 d chilling treatment were regarded as endo-dormancy in physiological status, while those receiving more than 18 d chilling treatment were regarded as eco-dormancy.

**Figure 1:**
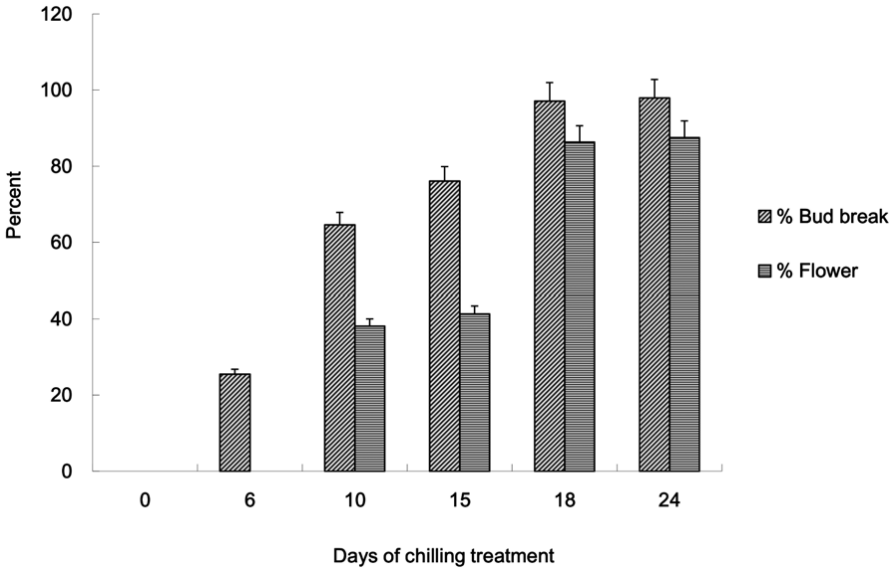
Morphologic changes of chilling treatment buds after incubated in green house (18–22°C, 8-h-light/16-h-dark cycle). Bud break was checked 30 days after moving to green house, and blossom was checked 60 days after that.

### Gene Expression Profiles after Chilling Treatment

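Flower buds of the tree peony cultivar 'Feng Dan Bai' were measured after 0, 6, 12, 15, 18 and 24 d of chilling, with 3 biological replicates at each time, on 18 single-channel Agilent arrays. Each array carried 15715 spots, of which 536 were controls, and the other 15179 measured 14957 probes. The deposited scanner files hold background-subtracted intensities from Agilent's Feature Extraction, not normalized between arrays. From these, log2 values were taken, spots flagged as non-uniform or as outliers were left out and the spots of a probe were averaged. The arrays were then quantile-normalized, the step the methods name. Between 82.2 and 96.5% of the probes of an array were well above background, with a median of 91.3%. No spot was saturated. The number of arrays limits the precision. The arrays lay on 3 slides. Slide 1 held all arrays of 0 and 6 d and replicates 1 and 2 of 12 d, slide 2 held replicate 3 of 12 d, all arrays of 15 and 18 d and replicate 1 of 24 d, and slide 3 held replicates 2 and 3 of 24 d. A comparison of early with late times therefore also compares slides, and a fit with slide as a block links them mainly through the 12 d arrays. Each probe was tested with limma over all 18 arrays, with Benjamini-Hochberg adjustment. Probe names come from Files S1 and S5 and from the first 1999 rows of Files S2, S3 and S4, which name other species' closest matches. They describe 3720 probes, and 914 of these descriptions name a protein.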

Global mRNA profiling during chilling treatment was performed using customized Agilent tree peony Gene Chip. Significantly differentially-expressed genes were identified using ANOVA and Tukey's HSD (Honestly Significant Difference) test after comparison between any chilling treatments. 

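Between the chilling times, signal differed for probes of the DELLA repressors RGA1 and RGL1, the gibberellin-inactivating enzyme GA2OX8, the ethylene regulator EIN2, a pyruvate kinase (AT2G36580), fumarase (FUM1), a calmodulin-binding transcription activator and 5 of 12 core histone probes. RGL1 was among the clearest of these genes (adjusted p = 0.0075, limma moderated F over the 6 times), and RGA1 followed (adjusted p = 0.0138). In all, 856 of 14955 probes passed this test at an adjusted p under 0.05, and 4054 at an unadjusted p under 0.05. With the plain form of the ANOVA the methods name, at an unadjusted p under 0.05, 4008 of 14957 probes passed, and 909 after Benjamini-Hochberg adjustment. Its unequal-variance form gave 3755. Slide as a block left 59 probes past the moderated F, and of the genes named above only RGL1 (adjusted p = 0.0282). It gave 0.168 for RGA1, 0.161 for GA2OX8, 0.251 for EIN2 and 0.646 for AT2G36580. FUM1 had 0.448, the activator 0.326 and the histones 0.101 or more. For these the blocked fit does not separate a difference between slides from one between times. Within slide 1, every 6 d array lay below every 0 d array for RGA1 and GA2OX8, and above for FUM1 and the activator. None of these was called between 6 and 0 d. On slide 2, every EIN2 array of 18 d lay below every one of 15 d. Of the 5 histone probes, H4 CUST_67 lay lower and H3 CUST_2804 higher on every 6 d array than on every 0 d array. Neither was called between these times. H2B CUST_7485 lay lower and H3.2 higher on every 18 d array than on every 15 d array. These values argue against slide as the only source for these genes and histone probes. Slide as the only source stays open for the H2A probe CUST_6143 and for AT2G36580, whose arrays overlapped in both comparisons. Leaving out 1 array left 182, 248 and 476 (replicates 1, 2 and 3 of 0 d), 539 and 540 (replicates 2 and 3 of 6 d), 446, 444 and 565 (replicates 1, 2 and 3 of 15 d), 482, 307 and 543 (replicates 1, 2 and 3 of 18 d) and 394 (replicate 2 of 24 d).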

From 14,951 different unigene probes which showed consistent hybridization, 3,606 genes were significantly (*P*<0.05) differentially expressed during chilling requirement fulfillment (See File S2, Table 1). The number of differentially expressed genes was relatively more by comparing 0 d and any chilling treatment time point, among which there were 1,367 and 1,002 differentially expressed genes between 0 d and 18 d, and 0 d and 24 d, respectively. 

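Fimbrin, which bundles actin filaments (CUST_10004), rose from 0 to 18 d with a log2 fold change of 1.68 (standard error 0.17, adjusted p = 7.18e-04). A beta-tubulin (CUST_962) rose by 1.98, a probe similar to the cohesin subunit SMC3 (CUST_11082) by 2.76 and an oligopeptide transporter (CUST_9823) by 1.93. A vacuolar protein sorting protein (CUST_5789) had a log2 fold change of -3.02 and an AP2/ERF transcription factor (CUST_15124) one of -2.24. A COP1-interacting protein (CUST_3252) was at least 9.93-fold lower at 18 d, where no array was well above background, and the SMC3 probe was above it on 1 of 3 arrays at 0 d. Of 5 tubulin probes 2 rose and 1 fell, of 7 probes of photosynthesis 3 fell and none rose, and none of 12 core histone probes was called. These and the other gene lists hold probes the study had called differentially expressed on these arrays, so their counts are not independent evidence. In limma, 2360 probes differed between 18 and 0 d (1313 higher, 1047 lower), 1158 between 24 and 0 d (675 higher, 483 lower) and 12 between 6 and 0 d (7 higher, 5 lower). Tukey's test of the methods gave 1951 probes for 0 and 18 d and 1403 for 0 and 24 d. With slide as a block, 50 probes differed between 18 and 0 d and 9 between 24 and 0 d, and over the 2360 probes the median standard error went from 0.23 to 0.41. Their folds stayed about as large, with a median absolute log2 fold of 0.97 before and 0.91 after and a slope of 1.02, and 99.4% kept their sign. In the blocked fit only the 12 d arrays link slides 1 and 2, and only replicate 3 of these lies on slide 2. The blocked folds therefore rest on that 1 array and cannot decide how far slide accounts for the folds. Of 71 genes named here or on a list and called between 18 and 0 d, 1 stayed called with this block, the NAC probe CUST_13179. The count for 18 d was 1440 without replicate 1 of 0 d, 1050 without replicate 1 of 18 d and 1239 without replicate 2 of 18 d. That for 6 d lay between 0 and 144 (without replicate 1 of 6 d) and moved by over 1.5 times without every array but replicate 3 of 0 d. That for 24 d was 562 and 525 without replicates 1 and 3 of 0 d and 407 and 378 without replicates 2 and 3 of 24 d.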

Cluster analysis of these differentially expressed genes indicated that samples from different chilling treatments fell into two main groups (Figure 2). 

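Correlations between replicates were highest at 0 d, at 0.80, 0.66 and 0.65, and at 18 d, at 0.72, 0.64 and 0.71. Those of 6 and 12 d were lower, at 0.18, 0.09 and 0.41 and at 0.31, 0.13 and 0.36. Since each probe is centred on its mean, times far from that mean correlate more, whatever the spread of their replicates. These values therefore do not measure how alike the replicates were. Over the 4008 probes past the ANOVA, each centred on its mean, 17 of 18 arrays had an array of their own time as the nearest, and the exception, replicate 1 of 6 d, lay nearest to replicate 3 of 0 d. The mean Pearson correlation was 0.469 within times and -0.12 between times, across probes that were chosen for differing between times. In average-linkage clustering, the first split parted the arrays of 0, 6 and 12 d from those of 15, 18 and 24 d. The next split set the 0 d arrays with replicate 1 of 6 d apart from the other 6 d and the 12 d arrays. Replicate 3 of 12 d, the only 12 d array on slide 2, stayed with the 12 d arrays on slide 1. The order of the splits depends on linkage and distance. With the Spearman correlation, where 15 arrays lay nearest to their own time, this array joined those of 15, 18 and 24 d, so that the first split parted slide 1 from slides 2 and 3. With complete linkage, the first split set the 0, 12 and 15 d arrays and replicate 1 of 6 d apart from the rest. The 0 d arrays stood alone in the first split of none of these. Over all 14957 probes, 11 of 18 arrays lay nearest to their own time.

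**Figure D1:**
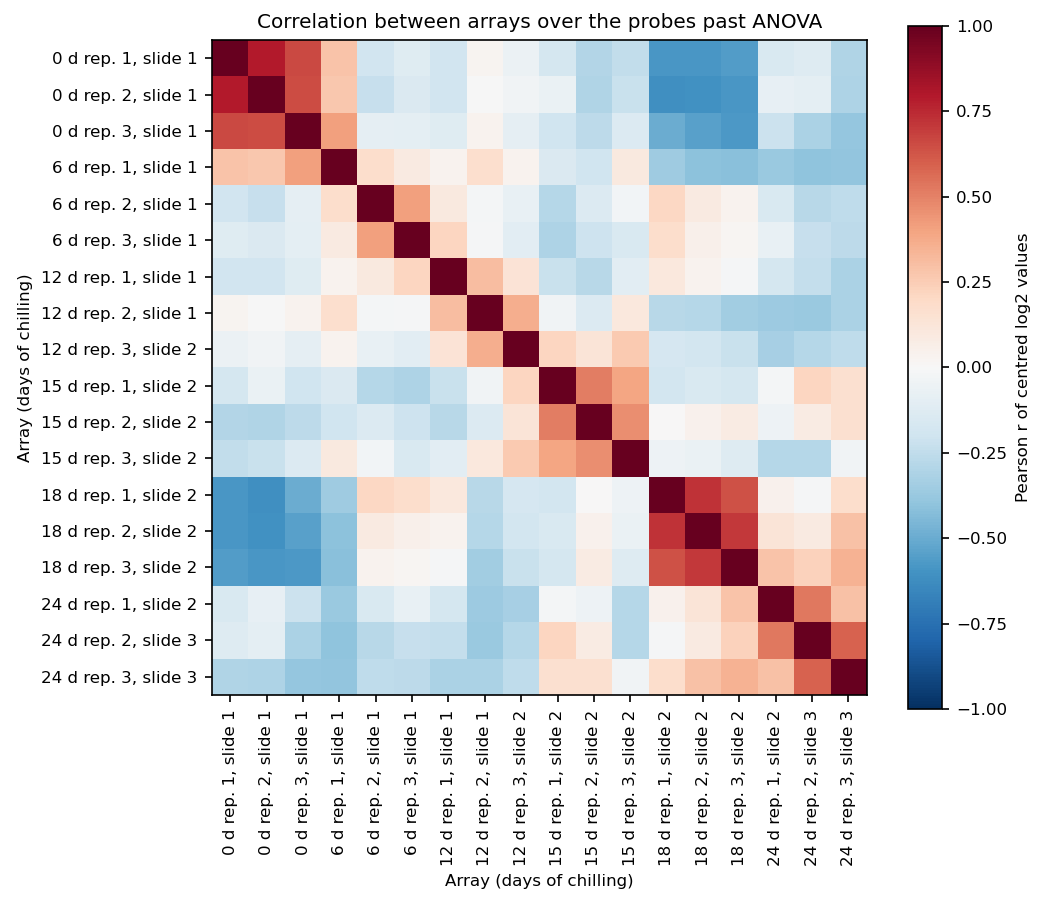
Pearson correlation (colour, from -1 to 1) between the 18 arrays over the probes past the ANOVA, with arrays in order of chilling time on both axes and the slide of each. The 3 arrays of 0 d and the 3 of 18 d form the 2 reddest blocks, and the mean within times is 0.469.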

One group contained flowers buds collected from 0 d chilling treatment, the other cluster was divided into two subgroups, of which one subgroup contained flower buds from 18 d and 24 d chilling accumulation, and the other subgroup contained flower buds from 6 d, 12 d and 15 d chilling treatments. This result was also consistent with that of morphologic changes, which indicated flower bud receiving less than 18 d chilling treatment was in physiological status of endo-dormancy, while those receiving more than 18 d chilling treatment were in eco-dormancy physiological status.

**Figure 2:**
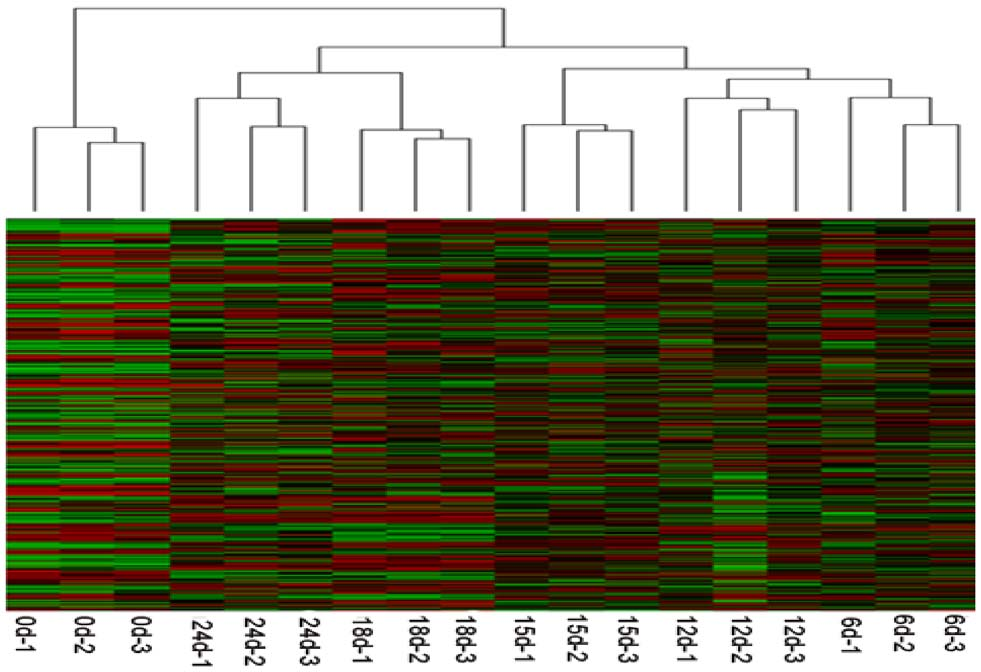
Cluster analysis of expression data from differentially-expressed genes. Relative gene expression levels shown with high expression are represented by red color and the low expression one are represented by green color.

**Table 1:** All pairwise comparisons of chilling treatments were computed using Tukey’ HSD Post Hoc test.

treatment of chilling days	24 d	18 d	6 d	0 d	12 d	15 d
24 d	3606	304	507	1002	485	255
18 d	3302	3606	292	1367	325	203
6 d	3099	3314	3606	429	60	135
0 d	2604	2239	3177	3606	738	955
12 d	3121	3281	3546	2868	3606	103
15 d	3351	3403	3471	2651	3503	3606

Entities found to be differentially expression in the top-right boxes, while entities found not to be differentially expressed represented in the lower-left boxes.

### Candidate Genes and Clustering

According to the analysis method of Mathiason [6], totally 3,174 genes were significantly differentially expressed by comparisons between 6 d chilling treatment and any other chilling treatments (See File S3).

When comparing the expression data from 6 d, 12 d, 15 d, 18 d and 24 d of chilling treatments, the number of up-regulated (1,611) and down-regulated (1,563) of significantly differentially expressed microarray was almost the same (See File S3). 

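From 6 d on, no gene the paper names passed limma's moderated F over the 5 times at an adjusted p under 0.05. A histone H3 probe, CUST_2804 (adjusted p = 0.068), and EIN2 (adjusted p = 0.0742) came closest. In all, 52 probes passed, and 2365 at an unadjusted p under 0.05. With the ANOVA of the methods, 2435 probes passed at an unadjusted p under 0.05, of which 1139 were higher and 1296 lower in the mean of the later times than at 6 d, and 1 passed after Benjamini-Hochberg adjustment. By the sign of 24 d minus 6 d the same probes gave 1171 higher and 1264 lower. Each of the 18 arrays moved the count of 52 by over 1.5 times when left out, to between 1 (without replicate 2 of 24 d) and 136 (without replicate 3 of 12 d), and slide as a block gave 11. In the planned comparison of 18 and 24 d with 6, 12 and 15 d, 259 probes passed (120 higher, 139 lower), among them EIN2 with a log2 fold change of -0.99 (standard error 0.15, adjusted p = 0.00664), H3.2 with 0.70 (standard error 0.13, adjusted p = 0.0205), the H2A probe CUST_6143 with -0.62 (standard error 0.13, adjusted p = 0.0362) and the H2B probe CUST_7485 with -4.12 (standard error 0.86, adjusted p = 0.0359). Slide as a block left 4 probes and none of these genes, with log2 fold changes of -0.80 (standard error 0.29, adjusted p = 0.504) for EIN2, 0.40 (standard error 0.23, adjusted p = 0.767) for H3.2, -0.81 (standard error 0.22, adjusted p = 0.307) for CUST_6143 and -3.00 (standard error 1.58, adjusted p = 0.724) for CUST_7485. All 4 kept their sign, and every standard error was larger. Without 1 array, the highest adjusted p was, in the same order, 0.0297, 0.0689 and 0.0977 (replicate 3 of 18 d) and 0.0832 (replicate 3 of 24 d). The count of 259 became 134 (replicate 2 of 0 d), 118 and 169 (replicates 1 and 3 of 6 d), 426 (replicate 1 of 12 d), 115, 132 and 94 (replicates 1, 2 and 3 of 15 d), 153, 72 and 68 (replicates 1, 2 and 3 of 18 d) and 171, 101 and 76 (replicates 1, 2 and 3 of 24 d) when these were left out.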

Gene Ontology (GO) was used to gain a global overview of putative gene function. The above genes were assigned putative functions to Arabidopsis, and the results were shown in Figure 3. Across all chilling accumulation comparisons, totally 3,158 differentially expressed genes were similar to *Arabidopsis* genes. Most of the identified transcripts appeared to be genes involved in biological process, cellular component and molecular function. Biological processes involved in bud dormancy release were further analyzed using a division class approach described by Zhou et al [23], and cellular process (52.3%) and metabolic process (45.8%) were well-represented. The molecular function category was dominated by DNA binding (46.2%) and catalytic activity (38.1%), followed by transcription regulator activity (7.2%) and transporter activity (5.4%). 

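NAC proteins are a plant family of transcription factors that includes regulators of stress and senescence, and of 6 NAC probes with a description held here 3 fell from 0 to 18 d and none rose, with log2 fold changes of -3.14 (CUST_1530, adjusted p = 0.0251), -1.73 (CUST_13179, adjusted p = 0.00825) and -1.05 (CUST_1111, adjusted p = 0.00138). Of 7 AP2, DREB and CBF probes 2 fell and none rose. None of 4 MYB probes was called between 18 and 0 d, and 1 of them, CUST_14882, changed over the 6 times (adjusted p = 0.034, with slide as a block 0.439, and 0.098 without replicate 3 of 24 d). Adjusted over the list alone, 1 NAC probe rose and 3 fell, and 3 AP2, DREB and CBF probes fell. CUST_13179 kept its call with slide as a block (adjusted p = 0.0439), while CUST_1530 and CUST_1111 did not (adjusted p = 0.514 and 0.073). Between 6 and 0 d, 18 and 6 d, and 24 and 18 d no probe of these 3 lists was called. Probes of the bHLH family and others with no description held were not analysed here.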

There were 176 differentially expressed transcript factors and the majority of them was Myeloblastosis viral oncogene homolog (MYB), followed by Zinc finger protein, bHLH, HB, ARF and NAM, ATAF A and CUC (NAC) (Table 2). In addition, totally 16 differentially expressed genes could not be identified or classified. These genes might be novel tree peony genes or woody plant specific genes not yet annotated in the public databases.

**Figure 3:**
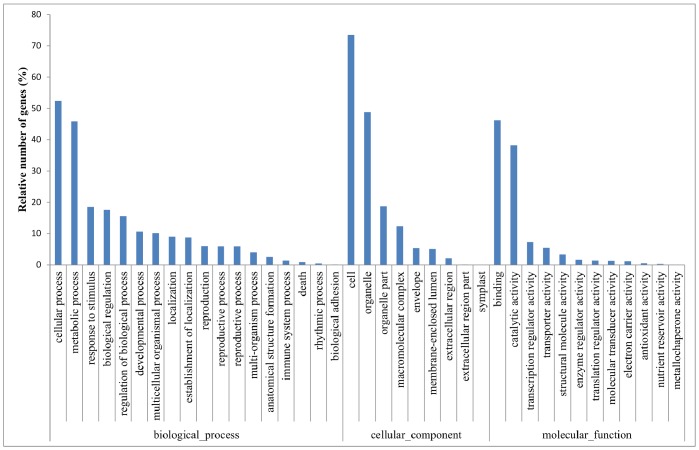
Functional category distribution of transcriptional changed genes in tree peony using Gene Ontology (GO). A comparison of 12 d, 15 d, 18 d and 24 d chilling treatment with 6 d chilling treatment yielded 3174 significantly differentially expressed features(*P*<0.05).

**Table 2:** Categories and numbers of differentially expressed transcription factors during chilling duration(*P*<0.05).

Transcript factor	Number	Transcript factor	Number
MYB superfamily	18	DREB	2
Zinc finger protein	14	HMG	3
bHLH	14	MADS-box	1
HB	9	NAC	6
ARF	8	WRKY	5
bZIP	3	AP2	4
B3	3	F-box	3
GATA	4	others	79

The physiological status of flower bud after 12 d and 15 d chilling treatment was in the middle phase between endo-dormancy and dormancy release, the average value of 12 and 15 d chilling treatment was chosen as one time point. Hierarchical clustering of the expression ratios of four time points of accumulated chilling phases (6 d, average of 12 d and 15 d, 18 d and 24 d) versus the average value for each of the four phases indicated several expression patterns among differentially expressed genes. Cluster analysis was performed on averaged gene expression data from three biological replicates (See File S4). Four clusters of genes with coordinate expression were identified (Figure 4). 

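Which group is largest among the 2435 probes past the ANOVA over 5 times depends on the clustering, with probes that climbed with chilling first in hierarchical clustering and probes low at 24 d first in k-means. Hierarchical clustering of the 4-point profiles, cut into 4, gave 1026 probes with mean values, relative to the mean of the 4 phases, of -0.28 at 6 d, -0.13 at 12 and 15 d, 0.09 at 18 d and 0.32 at 24 d. A cluster of 793 probes lay at 0.18 at 18 d and -0.45 at 24 d, and a cluster of 450 was lowest at 18 d, at -0.57. The remaining 166 probes were highest at 18 d, at 0.33. These are means over probes, which are not replicates. K-means with 4 centres gave 728 probes that lay at 0.22 at 18 d and -0.46 at 24 d, 626 highest at 24 d, at 0.41, 549 highest at 18 d, at 0.33, and 532 lowest at 18 d, at -0.50.

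**Figure D2:**
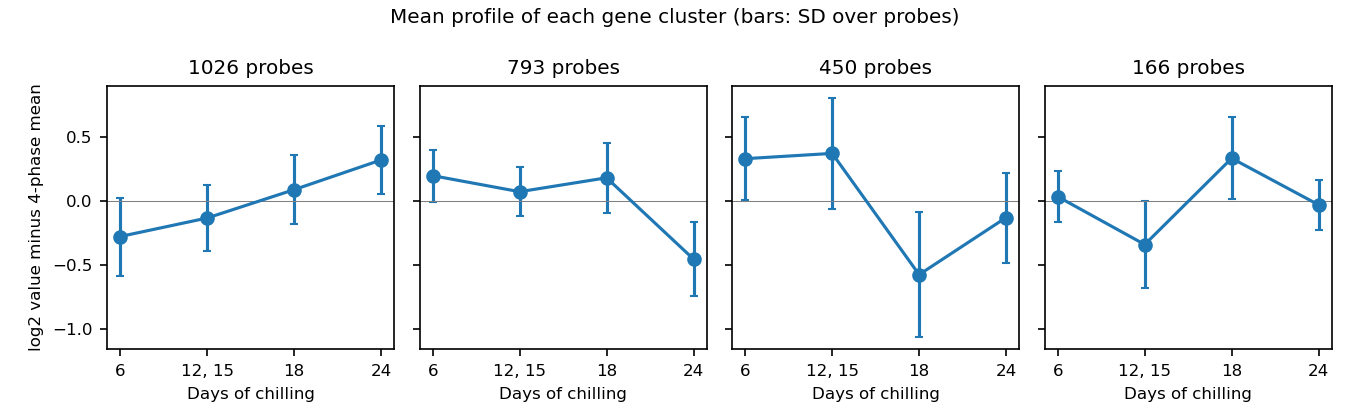
Mean profile of each of the 4 gene clusters against days of chilling, as log2 value minus the mean of the 4 phases. Bars are the SD over probes. The cluster of 1026 probes climbs from -0.28 to 0.32, and the cluster of 450 drops to -0.57 at 18 d.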

Genes in cluster I and II were down-regulated during the early stage of chilling treatments. 

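RGA1, CAT1, ADH1 and HUB1 are among the genes that File S4 places in cluster I. Over the 738 probes of this cluster in the first 1999 rows of File S4, the median log2 difference from 6 d was -0.23 at 12 and 15 d, -0.17 at 18 d and -0.38 at 24 d, and 69.0% and 95.1% of them lay below 6 d at 18 and 24 d. The study chose these probes on the same arrays, so their direction is not independent evidence, and 42.3% passed the ANOVA over 5 times.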

Totally 738 genes in cluster I exhibited rapid decrease from 6 d to 12 d chilling treatment, followed by minimal decrease until 18 d and then rapidly declined after 18 d chilling treatment. The expression level of four treatment time points were less than that at 6 d. 

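EIN2 belongs to cluster II of File S4. The median log2 difference from 6 d over its 744 probes was -0.19 at 12 and 15 d, -0.38 at 18 d and -0.47 at 24 d. At 18 d, 93.0% of the probes lay below their 6 d value, and 49.5% passed the ANOVA over 5 times.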

There were 744 genes in cluster II which were dramatically down-regulated from 6 d to 18 d, followed by slightly decrease until 24 d.

**Figure 4:**
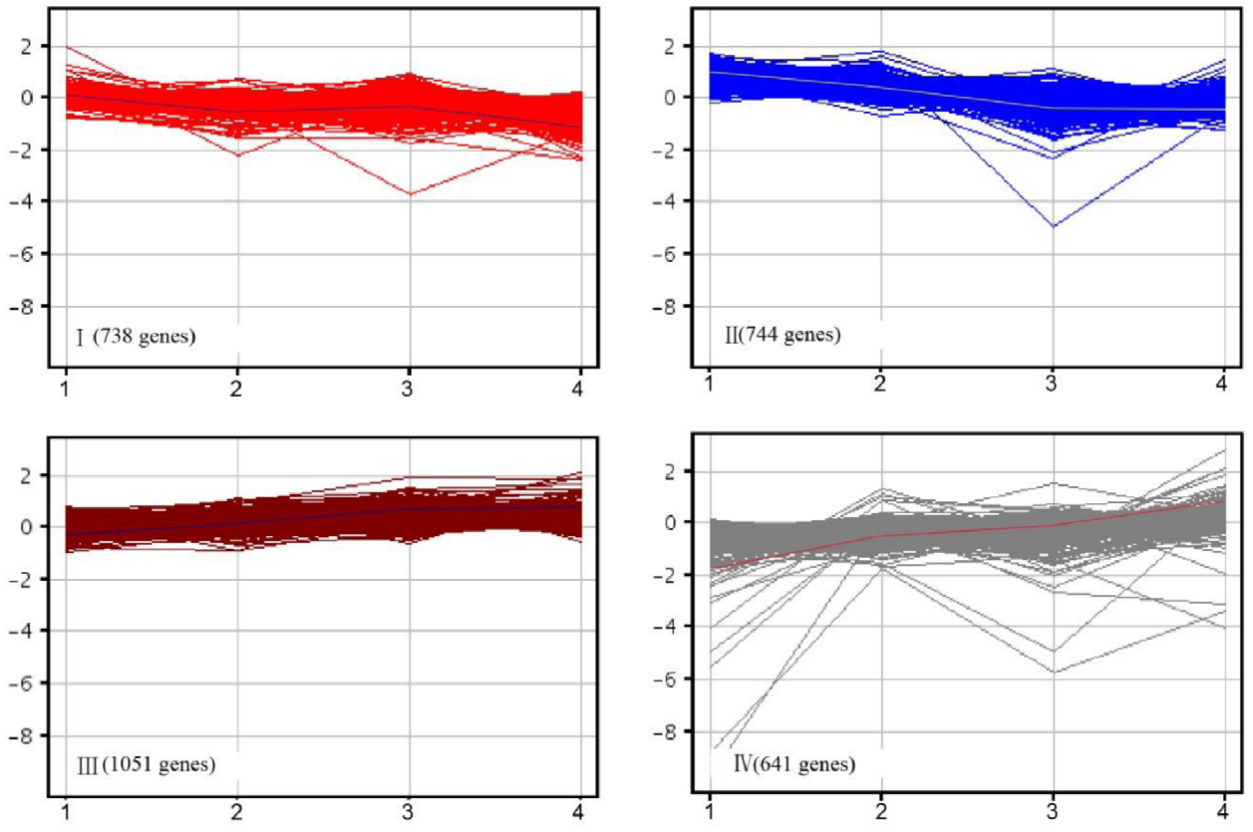
Clustering of significantly expressed genes during the chilling requirement fulfillment period. The x-axis represents days of chilling treatment, of which 1 is 6 d, 2 is the average of 12 d and 15 d, 3 is 18 d, and 4 is 24 d; y-axis shows fold-change (log scale).

Clusters III and IV contained genes that were up-regulated during the all stages of chilling treatments. Totally 1,051 genes were included in cluster III, which accounted for 33.1 percent of all differentially expressed genes. This group genes showed rapid increase from 6 d to18 d, following by steadily increase after 18 d. 

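For cluster III, which holds GR1, SUT4 and HXK3, 347 probes fall within the rows of File S4 used here, and the rest of this cluster and cluster IV were not analysed here. Their median log2 difference from 6 d was 0.14 at 12 and 15 d, 0.28 at 18 d and 0.29 at 24 d. At 24 d 11.8% of them lay below their 6 d value.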

Totally 641 genes in cluster IV were dramatically up-regulated and showed rapid increase from 6 d to 24 d.

### Validation of Microarray Gene Expression Profiling

Expression of differentially-expressed genes was confirmed by quantitative RT-PCR (Figure 5). Totally 10 candidate genes associated with GA signaling and response pathway (gibberellin 20-oxidase, gibberellin 2-beta-dioxygenase and GA2, etc.) and 10 candidate genes related to cell growth and development (CYCD2;1, CDKB1;2, histone H3 and TUB7, etc.) were analyzed. One key enzyme of GA biosynthesis in the GA-response pathway [24], a putative GA 20-oxidases gene (*GA20ox*), was significantly up-regulated at 6 d chilling treatment and decreased after endo-dormancy release. 

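GA20OX, which makes the precursors of active gibberellins, had a mean log2 signal of 12.10 ± 0.22 at 0 d, 13.67 ± 0.50 at 6 d, 13.16 ± 0.85 at 18 d and 12.04 ± 0.58 at 24 d (SD, n = 3 arrays at each time). All 3 arrays of 6 d lay above all 3 of 0 d. The log2 fold change of 6 against 0 d was 1.57 (standard error 0.53, adjusted p = 0.195), and that of 24 against 6 d was -1.64 (standard error 0.53, adjusted p = 0.154), both from limma.

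**Figure D3:**
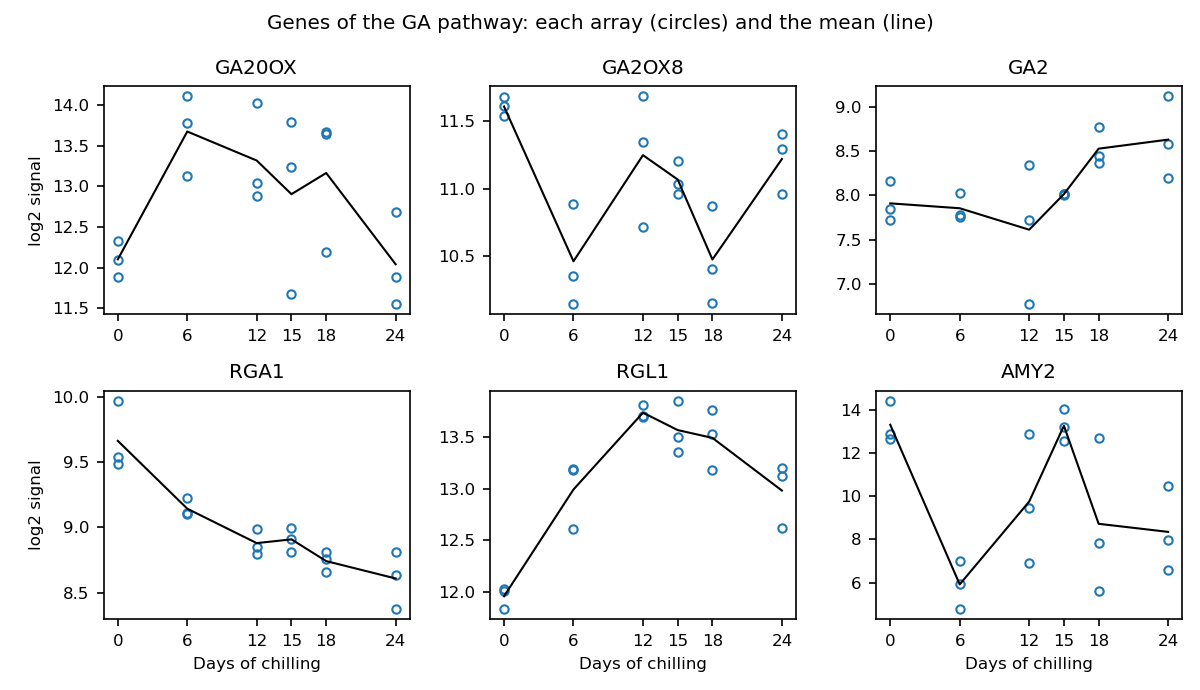
Log2 signal (vertical axis) of GA20OX, GA2OX8, GA2, RGA1, RGL1 and AMY2 against days of chilling, with a circle for each of the 3 arrays at each time and a line through the means. RGA1 descends from 9.66 to 8.61, while the AMY2 arrays of 18 d spread over several log2 units.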

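GA2OX8, an enzyme that inactivates gibberellins, changed over the 6 times (adjusted p = 0.0457 from limma's moderated F). Its mean log2 signal was 11.61 ± 0.07 at 0 d, 10.46 ± 0.38 at 6 d, 11.25 ± 0.49 at 12 d, 10.47 ± 0.37 at 18 d and 11.22 ± 0.24 at 24 d (SD, n = 3). It was lower at 18 than at 0 d, by 1.14 (standard error 0.25, adjusted p = 0.0107), while 6 against 0 d gave -1.15 (standard error 0.25, adjusted p = 0.0873). GA2OX8 had an adjusted p of 0.161 with slide as a block and of 0.104 without replicate 1 of 0 d.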

A *GA2ox-*like gene was dramatically down-regulated after 6 d chilling exposure. 

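For GA2, the ent-kaurene synthase of early gibberellin synthesis, the mean log2 signal was 7.91 ± 0.23 at 0 d, 8.01 ± 0.01 at 15 d, 8.53 ± 0.22 at 18 d and 8.63 ± 0.46 at 24 d (SD, n = 3). The moderated F over 6 times gave an adjusted p of 0.157, and 24 against 6 d a log2 fold change of 0.78 (standard error 0.31, adjusted p = 0.243). For 18 and 24 d against 6, 12 and 15 d it was 0.75 (standard error 0.20, adjusted p = 0.0749).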

A putative ent-kaurene synthase gene (*GA2*) increased after 18 d chilling duration. In addition, the putative CYC members (CYCA, CYCB and CYCD) and CDK members (CDKA, CDKB and CDKC) were peak just at the time point of 18 d (end of endo-dormancy) chilling treatment. These results suggested that the general trends in expression obtained by microarray analysis were similar to that tested by RT-qPCR.

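CYC1, a cyclin gene, and TUB7, a beta-tubulin gene, were both higher at 18 than at 0 d, and both had their highest mean at 18 d. CYC1 measured 7.11 ± 1.13 at 0 d, 9.74 ± 0.36 at 18 d and 7.96 ± 0.66 at 24 d in log2 signal (SD, n = 3), a rise by 2.62 (standard error 0.58, adjusted p = 0.0104) from 0 to 18 d. TUB7 rose by 1.74 (standard error 0.45, adjusted p = 0.0193) and was above background on 2 of 3 arrays at 0, 12 and 24 d. CYCD2;1 had its highest mean at 6 d, 14.53 ± 0.11, beside 14.52 ± 0.15 at 18 d, and its F gave an adjusted p of 0.358. Over the 6 times CYC1 had an adjusted p of 0.0617 and TUB7 one of 0.0848. In the blocked fit the adjusted p of 18 against 0 d was 0.525 for CYC1 and 0.212 for TUB7, and 0.0773 for TUB7 without replicate 1 of 0 d. The CDK genes were not analysed here.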

**Figure 5:**
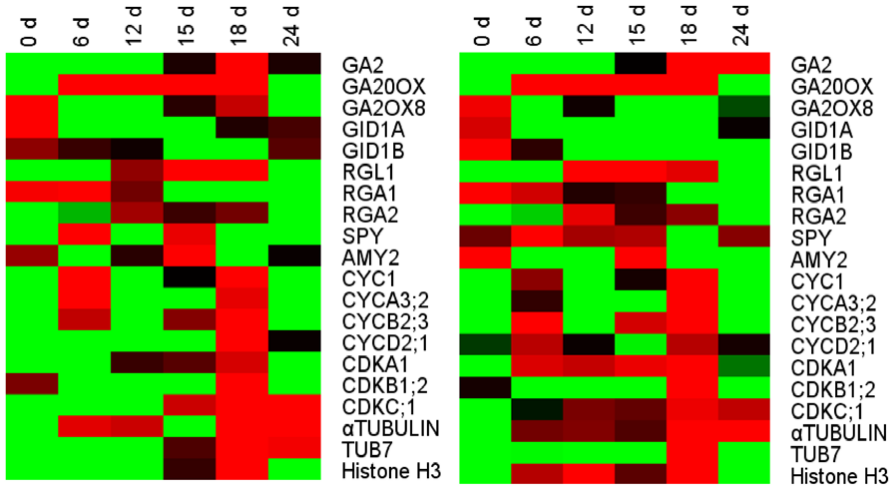
Heat map diagrams of gene expression detected by microarray analysis and RT-PCR analysis of interested genes. Green indicates down-regulation and red indicates up-regulation of the gene for particular treatment. Each column represents a treatment of 0 d, 6 d, 12 d, 15 d, 18 d and 24 d chilling. Averages of replicates from MA (left), averages of RTPCR (right).

### Genes Associated with GA Response and Signaling Pathway during Dormancy Release

GA had been known to modulate development throughout the plant life cycle, and exogenous GA could effectively promote endo-dormancy release and accelerate bud sprouting in tree peony [16]. Based on the results of Gene Ontology (GO) analysis, there were totally 51 probes associated with GA response (GO: 0071370) and GA signaling pathway (GO: 0009740) (See File S5), among which 22 genes were differently expressed. There were 12 differently expressed genes involved in signaling pathway mediated by gibberellic acid including *GA2*, *GA20ox*, *GA2ox*, *RGA1* and *SPINDLY* (*SPY*).

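Among the 51 GA probes of File S5, 6 changed over the 6 times, namely GA2OX8, RGA1, RGL1, the flowering regulator AGL20, the calcium-dependent kinase CDPK1 and 1 of 2 probes of the stress kinase SNRK2.3 (CUST_11019, while CUST_7815 had an adjusted p of 0.8). Adjusted over the list alone, 9 passed, and 17 passed the ANOVA of the methods. All 17 are among the 22 probes that the file marks as differentially expressed, a mark the study made on these arrays, so this is not independent evidence. Over the 6 times SPY had an adjusted p of 0.292, and the GA receptors GID1A and GID1B had 0.116 and 0.342. GID1A was lower at 18 than at 0 d, with a log2 fold change of -0.77 (standard error 0.24, adjusted p = 0.0409). Between 18 and 0 d, a comparison not planned for this list, RGL1, RGA2, AT1G70000, AS1 and PEX11 were called higher. RGA1, CDPK1, GA2OX8, GID1A and BT4 were called lower, CDPK1 with no 18 d array well above background. For 18 and 24 d against 6, 12 and 15 d, also not planned for this list, CDPK1 alone was called. Its log2 fold change was -2.19 (standard error 0.50, adjusted p = 0.0435), in a comparison that crosses slides. None of the 51 was called between 6 and 0 d, 18 and 6 d or 24 and 18 d. As a set against the other probes, limma's camera gave an adjusted p over these 3 comparisons of 0.66, 0.66 and 0.734, with an adjusted p = 0.544, 0.544 and 0.685 with an estimated correlation. Limma's fry, which does not compare the set with other genes, gave an adjusted p = 8.64e-05, 0.038 and 0.038 for change in either direction and an adjusted p = 0.338, 0.253 and 0.54 for change on balance in 1 direction. Only 2 of the 51 passed with slide as a block, and leaving out single arrays gave 2 to 9, with 2 without replicates 1 or 3 of 0 d or replicate 2 of 15 d, and 3 without replicate 2 of 0 d, replicate 3 of 6 d, replicates 1 or 3 of 15 d, any replicate of 18 d or replicate 2 of 24 d.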

## Discussion

Tree peony became endo-dormant when photoperiod and temperature decreased at the end of the growing season and sufficient chilling was the main factor for dormancy release and growth recovery in the spring. Although chilling days had been reported for tree peony (*P. suffruticosa*) cultivars ‘Lu he hong’ [17], [18], no such information was available for *P. ostii* ‘Feng Dan Bai’. The results of this study indicated that 18 d chilling were sufficient to break bud dormancy in ‘Feng Dan Bai’. When exposed to less than 18 d chilling treatment, the percentages of bud break and flower blossom was low. Cluster analysis of these differentially expressed genes also tested the conclusion of morphologic changes. Examination of the expression data from 6 d, 12 d, 15 d, 18 d and 24 d of chilling treatments revealed that the number of up-regulated and down-regulated of significantly differentially expressed microarray was almost the same. This trend was different from that observed in *Arabidopsis* [25], sunflower [26], *Vitis riparia* [6] and leafy spurge [27]. The difference might be related to the biological and ecological characteristics of different species.

### GA Synthesis and Signaling in Dormancy Release

Zheng et al found that exogenous GA could effectively promote endo-dormancy release and accelerate bud sprouting in tree peony [16]. Totally 22 genes related to GA signaling pathway and GA response were differently expressed during chilling treatment (See File S5). The result indicated the involvement of GA during dormancy release. A putative GA 20-oxidases gene (*GA20ox*), which encodes a key protein for bioactive GAs biosynthesis [24], [28], was significantly up-regulated at 6 d chilling treatment and decreased after endo-dormancy release, and a putative *GA2ox* gene, whose protein can inactivate most active GAs [29], was dramatically down-regulated after 6 d chilling exposure. The more available transcripts of *GA20ox* through repressing *GA2ox,* might subsequently elevate the contents of GA in dormancy buds as reported by Zheng et al [16]. Furthermore, a putative ent-kaurene synthase gene (*GA2*, cluster III) which functions in the first step of GA biosynthesis, increased after 18 d chilling enduring. These results were also tested by RT-qPCR. GA biosynthesis is subject to feedback regulation by the GA-response pathway, which might be the reason of the transcriptional decrease of *GA20ox* near bud break. DELLA proteins are negative regulators of GA-induced growth. Several putative *DELLA*s genes were differentially expressed during chilling treatment, among which *RGA1* (cluster I) were significantly down-regulated. 

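The DELLA genes RGA1 and RGL1 moved in opposite directions. RGA1 fell from 9.66 ± 0.26 at 0 d to 8.74 ± 0.08 at 18 d and 8.61 ± 0.22 at 24 d in log2 signal (SD, n = 3), a fold change at 18 d of -0.92 (standard error 0.15, adjusted p = 0.00258). RGL1 rose from 11.96 ± 0.10 at 0 d to 13.74 ± 0.07 at 12 d and 13.49 ± 0.29 at 18 d, a fold change at 18 d of 1.53 (standard error 0.21, adjusted p = 0.00129). RGA2 was also higher at 18 d, by 1.04 (standard error 0.26, adjusted p = 0.0184), with an adjusted p of 0.0735 over the 6 times. The probe for GAI (CUST_11249), another DELLA gene, gave 0.53 at 18 d (adjusted p = 0.32) and an adjusted p of 0.525 over the 6 times. Every RGL1 array from 6 d on lay above every 0 d array. The fit blocked by slide gave an adjusted p over 6 times of 0.0282 for RGL1 and 0.168 for RGA1, and RGA2 at 18 d had 0.0747 without replicate 1 of 18 d.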

In Arabidopsis, five DELLA proteins (GAI, RGA, RGL1, RGL2, and RGL3) were identified with some overlapping and unique functions [30]. It was hypothesized that DELLA played important roles in maintenance of well-defined phases of dormancy in leafy spurge [9], which was consistence with our results.

GA-induced α-amylase gene expression in aleurone cells has been a useful model system to study GA response pathway [24]. The chilling-induced putative α-amylase transcript (*AMY2*, cluster IV) might be related to GA signaling. Additionally, two putative β-1, 3-glucanase encoded genes (*GH9A1* in cluster IV, and *AT3G23600*, cluster III) and one chitinase encoded gene (*POM1*, cluster III) were up-regulated close to dormancy release. β-1,3-glucanase and chitinase, GA-dependent enzymes, could loosen cell wall by hydrolyzing cell wall components and facilitate cell growth and elongation [31]. 

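AMY2, an alpha-amylase that starts the breakdown of starch, had its highest mean log2 signals at 0 d, 13.30 ± 0.95, and 15 d, 13.25 ± 0.74, and its lowest at 6 d, 5.91 ± 1.11 (SD, n = 3). At 18 d the 3 arrays gave 5.62, 12.70 and 7.83, a mean of 8.72 ± 3.63. The moderated F over 6 times gave an adjusted p of 0.0503, and 6 against 0 d a log2 fold change of -7.38 (standard error 1.65, adjusted p = 0.0873). The probe was above background on 2 of 3 arrays at 6 d and on all arrays of the other times.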

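POM1, a chitinase-like gene, had a mean log2 signal of 7.65 ± 0.50 at 0 d, 7.95 ± 0.14 at 18 d and 8.33 ± 0.13 at 24 d (SD, n = 3), with an adjusted p of 0.231 over the 6 times. AT3G23600, described as a glucanase, measured 14.74 ± 0.27 at 0 d and 14.98 ± 0.11 at 18 d (adjusted p = 0.458). GH9A1 was not analysed here. From the changes in GA20ox, GA2ox, GA2, RGA1 and these enzymes, the paper proposes that chilling activates GA biosynthesis and signalling, which could then induce cell growth and dormancy release.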

Rinne et al reported that chilling could recruit GA-inducible β-1, 3-glucanase to reopen signal pathway and release dormancy in *populus* [32]. These results implicated that the activation of GA biosynthesis and signaling pathway by artificial chilling could subsequently induce cell growth and dormancy release [33]. Therefore, we hypothesized that GA played a key role in chilling induced dormancy release in tree peony (Figure 6).

**Figure 6:**
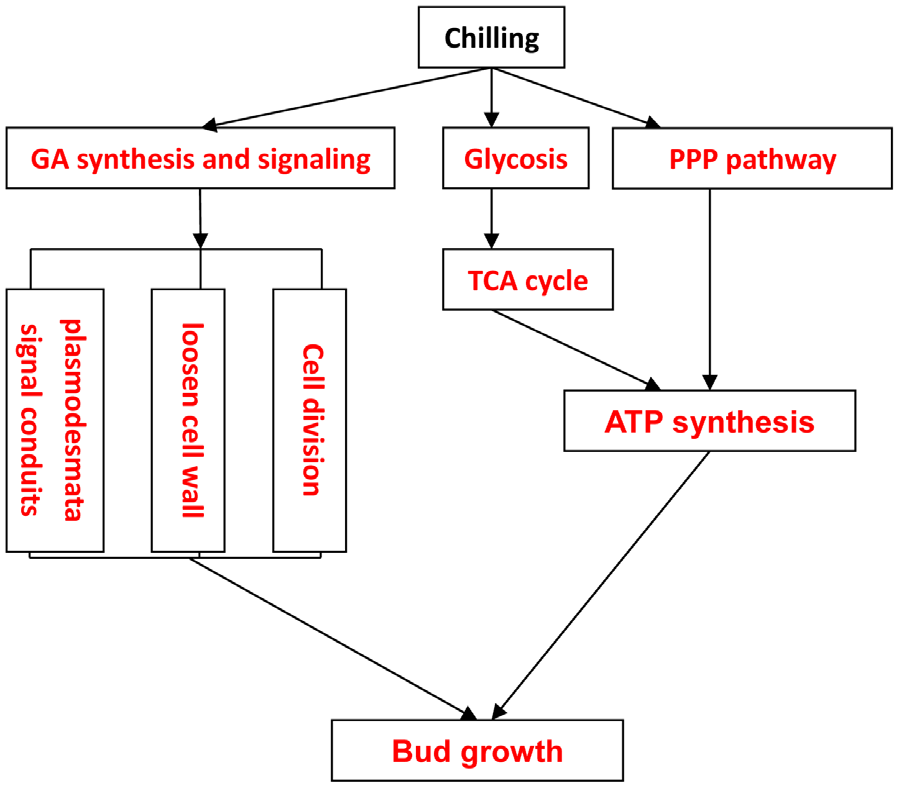
Hypothesis of reprograming during chilling induced dormancy release-model of tree peony. Red character represents up-regulation.

### Antioxidant Activity

Previous studies indicated that oxidative stress accompanied with the response to artificial and chilling dormancy breaking stimuli in deciduous fruit tree buds [4], [6], [8], [34]–[36]. Moreover, exogenous application of H_2_O_2_ promoted budbreak, suggesting the involvement of H_2_O_2_ in dormancy release of grapevines [36]. 

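Antioxidant genes GR1, a glutathione reductase, and DHAR3, a dehydroascorbate reductase, were higher at 18 than at 0 d, by 0.72 (standard error 0.14, adjusted p = 0.0063) and 0.59 (standard error 0.17, adjusted p = 0.0304) on the log2 scale. CAT1, which breaks down hydrogen peroxide, measured 7.76 ± 0.84 at 0 d, 6.86 ± 0.24 at 18 d and 7.60 ± 0.44 at 24 d (SD, n = 3), with an adjusted p of 0.161 for 18 against 0 d. GPX2 gave 0.89 (adjusted p = 0.104) and APX4 0.88 (adjusted p = 0.101) for 24 against 6 d. APX4 is CUST_14583, taken from its description. The held rows of File S4 name instead an APX3 (CUST_11962), which gave 0.47 (adjusted p = 0.129). The paper places APX4 in cluster IV, and those rows end before that cluster. By its cluster, this APX3 probe is therefore not the paper's APX4. DHAR2 had an adjusted p of 0.72 over the 6 times. None of these genes passed the moderated F over 6 times, where GR1 had 0.0564. Blocked by slide, 18 against 0 d had an adjusted p of 0.178 for GR1 and 0.397 for DHAR3, and DHAR3 had 0.123 without replicate 1 of 18 d.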

Our data showed the transcript of catalase (*CAT1*, cluster I) was reduced during chilling treatment, and members of the antioxidative machinery such as glutathione reductase (*GR1*, cluster III), glutathione peroxidase (GPX2, cluster III), ascorbate peroxidase (*APX4*, cluster IV), glutathione S-transferase (*DHAR2* and *DHAR3*, cluster III) and peroxidase (AT3G17070, cluster IV) were induced and grouped to cluster III and IV. Up-regulated expression of *APX*, *GR* and *GST* indicated that the ascorbate-glutathione cycle was probably induced to cope with the increased oxidative stress in the bud during chilling treatment. The results were consistent with our previous report of the related enzymes activities in the same process [15], and similar to other reports in grape, apple and kiwifruit etc. [8], [35], [37]. However, exogenous application of H_2_O_2_ or paraquat could not promote bud break, but exogenous ascorbic acid could shorten the bud sprouting time (Gai et al, unpublished data). Therefore, increase of H_2_O_2_ content might not be the primary signal to bud dormancy break and subsequent bud sprouting in tree peony.

### Carbohydrate and Energy Metabolism

Carbohydrates are the main source of energy for metabolic changes that occur during dormant sprouting and blossoming in trees [38]. Starch serves as an important carbohydrate reserve from the final leaf drop to several weeks after budbreak [38]. During dormancy, the bud exhibited decrease absorption potential and increased soluble sugar concentration through starch hydrolysis [39]. 

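AMY3, another alpha-amylase, stayed between means of 7.96 and 8.27 in log2 signal over the 6 times (adjusted p = 0.668). At 24 d the AMY2 arrays gave 6.57, 7.98 and 10.48, and 24 against 18 d a log2 fold change of -0.37 (standard error 1.65, adjusted p = 0.969). The probe listed as BAM1 measured 15.97 ± 0.16 at 0 d, 15.66 ± 0.07 at 18 d and 15.96 ± 0.18 at 24 d (SD, n = 3), with an adjusted p of 0.484. File S4 describes this probe as a CLAVATA1-like receptor kinase.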

A putative α-amylase (similarity to *Arabidopsis AMY2*, cluster IV) was significantly induced during the chilling requirement period and reached peak at 18 d chilling, and a putative β-amylase 1 (*BAM1* cluster III) was also up-regulated after 18 d chilling treatment. These results agreed with the downward tendency of starch concentrations in dormant buds [14]. The majority of genes related to Glycolysis, Citrate cycle (TCA cycle) and Pentose phosphate pathway (PPP) were clustered into cluster III and IV, which represented up-regulated genes during chilling treatment. Three key glycolytic enzymes encoded genes hexokinase (*HXK3*, cluster III), 6-phosphofructokinase (*PFK3*, cluster III) and pyruvate kinase (*AT2G36580*, cluster III, and *PKP*, cluster III) were up-regulated after 15 d chilling treatment, which indicated activation of glycolysis pathway at the later stage of endo-dormancy. These results were not consistent with the response of grape and other dormant plants to chilling and artificial treatments [7], [35], [40]. 

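AT2G36580 and PKP-ALPHA, which encode pyruvate kinases of the last step of glycolysis, rose from 0 to 18 d. AT2G36580 measured 5.62 ± 0.49 at 0 d, 7.50 ± 0.38 at 15 d, 7.83 ± 0.56 at 18 d and 8.00 ± 0.40 at 24 d in log2 signal (SD, n = 3), a rise by 2.21 (standard error 0.40, adjusted p = 0.00442) at 18 d. PKP-ALPHA rose by 0.58 (standard error 0.12, adjusted p = 0.00853), and hexokinase HXK3 by 0.47 (standard error 0.14, adjusted p = 0.0406). PFK3 gave 0.29 (standard error 0.23, adjusted p = 0.419). AT2G36580 and PFK3 were above background on 2 of 3 arrays at 0 d. Of 8 glycolysis probes listed by description, 1 rose and 1 fell from 0 to 18 d and 6 did not pass, and 2 rose and 1 fell adjusted over the list alone. None was called between 18 and 6 d. Over the 6 times, AT2G36580 had an adjusted p of 0.646 with slide as a block and of 0.0613 without replicate 1 of 0 d. PKP-ALPHA had an adjusted p of 0.301 with slide as a block and of 0.0913 without replicate 3 of 0 d. HXK3 at 18 d had 0.119 without replicate 3 of 18 d.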

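The probes for the E1 component of pyruvate dehydrogenase, which feeds pyruvate into the TCA cycle, did not move alike. MAB1 of cluster III (CUST_7515) rose from 14.94 ± 0.07 at 0 d to 15.53 ± 0.21 at 18 d in log2 signal (SD, n = 3), a fold change of 0.59 (standard error 0.13, adjusted p = 0.00942). It already measured 15.44 ± 0.06 at 6 d. MAB1 of cluster II (CUST_11142) gave -0.17 (standard error 0.18, adjusted p = 0.55) and PDH-E1 0.18 (standard error 0.22, adjusted p = 0.614). MAB1 had an adjusted p of 0.189 with slide as a block and of 0.112 without replicate 1 of 0 d.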

Pyruvate dehydrogenase component E1 (putative *MAB1* and *PDH-E1* encoding α and β subunit respectively), which are responsible for entry of pyruvate into the TCA cycle, were induced near dormancy release [7]. But several other enzymes that are involved in subsequent steps, such as isocitrate dehydrogenase, 2-oxoglutarate dehydrogenase, succinate dehydrogenase, malate and NAD-malate dehydrogenase were slightly up-regulated close to budbreak. These data indicated that TCA pathway was induced by chilling treatment in tree peony, coinciding with the enzymes activities during chilling induced dormancy release in *Dioscorea esculenta* and *Curcuma longa* [41]. 

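Of 5 TCA cycle probes listed by description, 4 rose from 0 to 18 d while none fell. They include a probe described as an NADP-specific isocitrate dehydrogenase (CUST_3387). The list was drawn from probes the study had called on these arrays, so this is not independent evidence. Over all 14957 probes, 2360 were called between these times. The isocitrate dehydrogenase AT5G14590 rose from 11.88 ± 0.14 to 12.93 ± 0.20 in log2 signal (SD, n = 3), by 1.04 (standard error 0.16, adjusted p = 0.0023), and cICDH rose by 0.69 (standard error 0.14, adjusted p = 0.00696). FUM1 rose by 1.45 (standard error 0.27, adjusted p = 0.00477), citrate synthase ATCS by 0.76 (standard error 0.21, adjusted p = 0.0254) and SDH2-2 by 0.61 (standard error 0.15, adjusted p = 0.0149). FUM1 was above background on 2 of 3 arrays at 0 d. MDH gave 0.12 (standard error 0.13, adjusted p = 0.556) and the 2-oxoglutarate dehydrogenase genes AT4G26910 and AT5G55070 gave adjusted p of 0.402 and 0.67. Between 18 and 6 d none of the 5 was called over all probes, and 2 rose adjusted over the list alone. The adjusted p of 18 against 0 d in the fit blocked by slide was 0.128 for AT5G14590, 0.435 for FUM1 and 0.228 for SDH2-2. ATCS had 0.0833 without replicate 3 of 0 d and SDH2-2 0.0557 without replicate 2 of 18 d.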

Pentose phosphate pathway was also activated during chilling treatment, the increase of glucose-6-phosphate dehydrogenase (*G6PDH*, cluster IV) and 6-phosphogluconolactonase 1 (puatative *AT3G02360*, cluster III) were evident during the late chilling stages. It was reported that PPP pathway activation was associated with dormancy release both in perennial bud and seed [41], [35]. 

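Of 5 probes of the pentose phosphate pathway, 2 rose from 0 to 18 d and none fell, and 3 rose adjusted over the list alone. G6PDH, the entry enzyme, measured 12.63 ± 0.20 at 0 d, 12.87 ± 0.18 at 18 d and 12.77 ± 0.11 at 24 d in log2 signal (SD, n = 3), with an adjusted p of 0.337 over the 6 times. AT3G02360, whose description names 6-phosphogluconate dehydrogenase, gave 0.60 (standard error 0.20, adjusted p = 0.06) at 18 d and 0.70 (standard error 0.20, adjusted p = 0.0508) at 24 d against 0 d.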

Bud meristems require high import of sugars from the underlying tissue, which is essential to sustain bud growth at the time of dormancy release [37]. 

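SUT4, a sucrose transporter, was higher at 18 d, its highest mean, than at 0 d. Its log2 signal was 6.98 ± 0.16 at 0 d, 7.32 ± 0.16 at 15 d, 7.50 ± 0.06 at 18 d and 7.15 ± 0.05 at 24 d (SD, n = 3), a rise by 0.52 (standard error 0.13, adjusted p = 0.0155) from 0 to 18 d. Over the 6 times the adjusted p was 0.0602. The adjusted p of 18 against 0 d was 0.413 with slide as a block and 0.0577 without replicate 2 of 18 d. A sugar transporter outside the paper's list (CUST_10283) was at least 4.12-fold lower at 18 than at 0 d, with no 18 d array well above background.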

Besides the activation of carbohydrate metabolism, the transcriptional level of a putative sucrose transporter (*SUT4*, cluster III) also increased at the 18 d chilling time point. Changes of carbohydrate metabolism above could meet the substance and energy requirements for bud break and subsequent sprouting.

Respiratory stress was regarded as one of effective inducers of grape bud break, such as significant induction of pyruvate decarboxylase (*PDC*) and alcohol dehydrogenase (*ADH*) genes, and reduction of oxidative phosphorylation pathway induced by chilling and artificial stimuli [4], [34], [35], [42]. In addition, the similar results were also found in the transcriptome of raspberry and kiwifruit [8], [37]. On the contrary, putative alcohol dehydrogenase (*ADH*, cluster I) gene expression was significantly reduced after chilling treatment in tree peony. Moreover, the increase of succinate dehydrogenase (cluster III) expression indicated that high mitochondrion activity was induced near the end of dormancy. 

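ADH1, an enzyme of fermentation, was lower at 24 than at 0 d, by 2.98 (standard error 0.74, adjusted p = 0.0301) on the log2 scale. Its mean log2 signal was 7.28 ± 1.28 at 0 d, 6.61 ± 0.39 at 6 d, 5.19 ± 1.52 at 18 d and 4.31 ± 0.55 at 24 d (SD, n = 3). The fold change at 18 d was -2.09 (standard error 0.74, adjusted p = 0.0712), and the F over 6 times gave an adjusted p of 0.0943. ADH1 was above background on 1 of 3 arrays at 12, 18 and 24 d, so the lower means lie near the background.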

The discrepancy did not support the hypothesis that similar mechanisms of dormancy release were employed by buds from different species in response to various stimuli [42]. Therefore, differences might exist in mechanism of endo-dormancy between tree peony and the fruit trees, for example the response to exogenous stimulus (for example HC and GA_3_) was diverse between tree peony and other fruit trees (apple, grape, kiwifruit and raspberry, etc.) [4], [8], [34], [35], [37], [42].

Besides induction of carbohydrate metabolism, oxidative phosphorylation was also activated close to budbreak. Our data showed that one or more members encoding subunits of oxidative phosphorylation pathway complexes I to V, such as NADH dehydrogenase, succinate dehydrogenase, cytochrome c oxidase and ATP synthase, were induced following chilling treatment in our data. 

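Of 7 probes described as subunits of oxidative phosphorylation, 1 rose from 0 to 18 d, 6 did not pass and none fell. The one that rose, an NADH-ubiquinone oxidoreductase-related protein of complex I (CUST_8294), had a log2 fold change of 0.79 (adjusted p = 0.0175 from limma). Another complex I probe (CUST_11672) gave -1.41 (adjusted p = 0.114) and ATP synthase alpha (CUST_5540) 0.15 (adjusted p = 0.565). None was called between 18 and 6 d or 24 and 18 d. CUST_8294 had an adjusted p of 0.541 with slide as a block and of 0.0726 without replicate 1 of 18 d.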

The buds that entered dormancy contained very low level of ATP, and the ratio of ATP/ADP is often used to indicate the status of dormancy and the growing capacity of buds/seeds [43], [44]. In previous study, we demonstrated that increase of *PsMPT* expression could promote the output of ATP content and dormancy release in tree peony [18]. Here, significant activation of carbohydrate metabolism and oxidative phosphorylation during dormancy release are consistent with the phenomena of ATP increase.

### Cell Division and Growth

Following the breaking of dormancy, vegetative growth was often combined with the increasing of cell division. Changes in cell cycle-specific gene expression occurred during release of axillary buds of pea [45] and potato [46], and adventitious buds of leafy spurge [47], such as up-regulation of D-type cyclins (CYCD) acting at the G1-S-phase transition resulted in dormancy breaking [48]. During the transitions from endo-dormancy to eco-dormancy in tree peony, 114 differentially expressed genes were identified to involve in cell cycle and growth, and nearly half (56/114) of them were up-regulated during chilling treatment. 

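D-type cyclins, which drive entry into the cell cycle, were measured by CYCD1;1 and CYCD3;1. CYCD1;1 had a mean log2 signal of 6.77 ± 0.77 at 0 d, 6.80 ± 0.32 at 15 d, 7.14 ± 0.15 at 18 d and 6.88 ± 0.25 at 24 d (SD, n = 3), with an adjusted p of 0.798 over the 6 times. CYCD3;1 measured 8.82 ± 0.22 at 0 d and 8.18 ± 0.06 at 24 d (adjusted p = 0.193). None of 3 probes listed under cyclins and CDKs was called from 0 to 18 d, and 1 rose adjusted over the list alone. Of the 3, 1 is a Tubby protein with a cyclin-like F-box (CUST_5746), neither a cyclin nor a CDK.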

A putative CYCD (cluster III) member, which is regulated by GA and other signal substrate [49], was strongly up-regulated after 18d chilling exposure. Moreover, the transcripts of putative CYCA, CYCB and CYKD, key regulator of transition from G2 to M phase in cell division, were peak just at the time point of 18 d (end of endo-dormancy) chilling treatment. These results were similar to recent reports in leafy spurge [5], [50]. The results might indicate that cell division was gradually reinitiated and accelerated at the end of endo-dormancy.

Eukaryotic DNA is packed into chromatin, the basic unit of which is nucleosome, consisting of DNA wound around histone protein complexes. 

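Core histones, which package DNA, changed over the 6 times for 5 of 12 probes, an H4, an H2A, an H2B, an H3 and H3.2. The H4 probe CUST_67 fell from 13.04 ± 0.69 at 0 d to 9.42 ± 1.32 at 24 d in log2 signal (SD, n = 3), by 3.62 (standard error 0.83, adjusted p = 0.0216). The H2A probe CUST_6143 fell by 0.84 (standard error 0.20, adjusted p = 0.0246). The H2B probe CUST_7485 had its highest mean at 12 d, 14.70 ± 0.37, and its lowest at 18 d, 7.43 ± 1.49 (adjusted p = 0.0326 over the 6 times). Another H4 probe (CUST_6113) gave 0.13 (adjusted p = 0.789) at 24 d. HTB1 (CUST_5339), an H2B outside the paper's list, rose from 0 to 18 d by 1.48 (standard error 0.34, adjusted p = 0.0116) and had an adjusted p of 0.0361 over the 6 times. At 18 d its adjusted p was 0.318 with slide as a block and 0.054 without replicate 1 of 18 d, and over the 6 times 0.157 and 0.0888 without replicate 1 of 0 d. Over the 6 times the adjusted p with slide as a block was 0.101 for CUST_67, 0.2 for CUST_6143 and 0.118 for CUST_7485, and without 1 array it rose to 0.0849 and 0.0905 (replicate 1 of 0 d) and 0.085 (replicate 1 of 18 d).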

Total 9 Histone were differently expressed, of which the members of Histone (HisH2a, HisH2b and HisH4) were inhibited during chilling treatment. However, HisH3 was up-regulated before 18 d and down-regulated after 18 d chilling treatment. 

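One H3 probe, CUST_2804, changed over the 6 times (adjusted p = 0.0255 from limma) with mean log2 signals of 16.73 ± 0.05 at 6 d, 15.94 ± 0.61 at 15 d, 16.65 ± 0.38 at 18 d and 15.06 ± 0.45 at 24 d (SD, n = 3). Its 0 d arrays gave 15.89, 15.50 and 16.31. Those of 12 d, the time of its highest mean, gave 17.26, 16.54 and 16.70. The fold change of 24 against 18 d was -1.60 (standard error 0.32, adjusted p = 0.137). H3.2 had its highest mean at 24 d, 9.09 ± 0.29, and its lowest at 6 d, 8.20 ± 0.16 (adjusted p = 0.0492). The H3 probe CUST_14715 had an adjusted p of 0.397. With slide as a block the adjusted p was 0.121 for CUST_2804 and 0.494 for H3.2, and it was 0.0591 without replicate 2 of 24 d and 0.0905 without replicate 1 of 0 d.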

Combining with physiological status, the timing of 18 d chilling treatment was defined as late time point in endo-dormancy or early time point in eco-dormancy [51]. Anderson et al also found that HisH3 transcript levels were up-regulated during para-dormancy and most of endo-dormancy, but were down-regulated during the later phase of endo-dormancy and through eco-dormancy [50]. The results of Histone expression indicated that inhibition of growth during endo-dormancy was not a consequence of reduced or increased transcript availability.

*HUB1*(cluster I) encoding a C3HC4 RING finger domain ubiquitin E3 ligase was up-regulated before 18 d treatment, but down-regulated after 18 d chilling treatment. 

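HUB1 had a mean log2 signal of 5.86 ± 0.06 at 6 d, 5.13 ± 1.66 at 12 d, 6.07 ± 0.05 at 15 d, 6.20 ± 0.16 at 18 d and 5.74 ± 0.24 at 24 d (SD, n = 3), with an adjusted p of 0.611 over the 6 times. The 12 d arrays spread over 5.99, 3.21 and 6.19. The low value is of replicate 2, where AT5G55070 had the same value, so it lies at the floor of that array. Its lowest signal well above background was 142.7, against 18.3 to 43.0 on the other arrays. The HUB1 probe lay near the background and was above it on 2 of 3 arrays at 0 and 12 d.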

HUB1 is required for HisH2b monoubiquitination [52], and monoubiquitination is a key modification associated with transcriptional active chromatin. In *Arabidopsis*, *hub1* mutant had reduced seed dormancy and altered expression levels for several dormancy-related genes [53]. Induction of HUB1 might accelerate the release of endo-dormancy by HisH2b monoubiquitination in tree peony.

### Plant-growth Regulators, Ethylene, Auxin and ABA are also Involved in Dormancy Modulation

Plant hormones such as ABA (abscisic acid), auxin and GA play a significant role in endo-dormancy induction and release. Recent study showed that ethylene played a role in terminal bud development and endo-dormancy induction in birch [54]. In grape, Ophir et al reported the new relation between ethylene metabolism and cell enlargement during bud dormancy release [7]. The integral membrane protein ETHYLENE-INSENSITIVE2 (EIN2) was a central regulator of all ethylene responses, and expression of EIN2 was sufficient to constitutively activate ethylene responses, and induced downstream ethylene responsive factors (ERF) including dehydration responsive element binding-protein (DREB), cold-binding factor (CBF) and AP-binding elements [55]. Ethylene induction might initiate a physiological chain of events that lead to growth cessation and dormancy. 

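EIN2, a central regulator of ethylene responses, was lower at 18 and 24 d than at 0 d, by 0.90 (standard error 0.24, adjusted p = 0.0231) and 0.85 (standard error 0.24, adjusted p = 0.0458) on the log2 scale. Its mean log2 signal was 12.69 ± 0.21 at 0 d, 12.80 ± 0.26 at 6 d, 12.88 ± 0.36 at 12 d, 12.75 ± 0.39 at 15 d, 11.79 ± 0.33 at 18 d and 11.84 ± 0.12 at 24 d (SD, n = 3). The fold change of 6 against 0 d was 0.11 (standard error 0.24, adjusted p = 0.865). EIN2 had an adjusted p of 0.251 with slide as a block and of 0.0632 without replicate 2 of 18 d. At 18 d it was 0.0828 without replicate 2 of 18 d.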

*EIN2* (cluster II) was steadily up-regulated early chilling requirement fulfillment period, and quickly down-regulated from 12 d to 28 d chilling treatment. Additionally, 9 putative ERF genes were differentially expressed during chilling treatment, indicating ethylene might be involved in the regulation of dormancy release in tree peony (See File S4). 

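Of 7 probes found by the word ethylene, 1 rose and 4 fell from 0 to 18 d, and 2 rose and 4 fell adjusted over the list alone. The list also holds a methylenetetrahydrofolate reductase (CUST_6368), not an ethylene gene, that matches by its letters only. It was not called over all probes (0.70, adjusted p = 0.052), but it is 1 of the 2 that rose over the list alone. An ethylene response factor probe (CUST_1238) fell with a log2 fold change of -2.15 (adjusted p = 0.00946), and the ethylene-responsive factors CUST_2616 and CUST_13986 with -0.70 (adjusted p = 0.013) and -0.85 (adjusted p = 0.0493). The ethylene-insensitive 3 factor EIL3 was at least 2.46-fold higher at 18 d than at 0 d, where no array was well above background (adjusted p = 0.00654). ERF4 (CUST_11498) gave -1.22 (standard error 0.67, adjusted p = 0.228). With slide as a block the adjusted p was 0.171 for CUST_1238, 0.672 for CUST_2616, 0.544 for CUST_13986 and 0.155 for EIL3. Without replicate 1 of 18 d it was 0.0559 for CUST_2616 and 0.132 for CUST_13986.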

In *Arabidopsis*, the ethylene-insensitive mutants *etr1* and *ein2* had a late blossom phenotype [56], [57], suggesting that ethylene might facilitate the transition to blossom, a process that requires reprogramming of the vegetative SAM. In our study, the *EIN2* was induced early in chilling treatment, which might indicated that meristem reprogramming also occurred during growth cessation and the development of bud dormancy.

It had been demonstrated that auxin metabolism and signaling were central regulators of para-dormancy [5], [9], [51], [58]. The role of auxin in endo-dormancy is still unknown. Auxin transport was reduced during the transition to endo-dormancy in lead spurge [50], implying the function of auxin in dormancy regulation. 

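IAA13, a repressor of auxin responses, had a mean log2 signal of 10.51 ± 0.50 at 0 d, 11.03 ± 0.27 at 18 d and 10.10 ± 0.26 at 24 d (SD, n = 3), and an adjusted p of 0.146 over the 6 times. ABP1, an auxin-binding protein, measured 8.56 ± 0.15 at 6 d and 8.00 ± 0.17 at 18 d (adjusted p = 0.396). Of 6 auxin probes listed by description, 1 rose from 0 to 18 d and none fell, also when adjusted over the list alone. None was called between 18 and 6 d.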

In our study, 8 genes with blast hits to auxin response factors (ARF) and auxin transporter showed differential expression during chilling treatment. These data suggested that auxin involved in the regulation of dormancy in tree peony.

ABA had been implicated to function in the induction of endo-dormancy [5], and its level and signaling were then repressed by prolonged chilling [5], [9], [16]. Putative *Arabidopsis* homologues involved in ABA signaling and response (*PYL11*, *HVA22a*) were also differentially expressed in our microarray data. 

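HVA22A, related to a barley gene induced by ABA, measured 11.44 ± 0.26 at 0 d, 11.77 ± 0.24 at 18 d and 11.81 ± 0.03 at 24 d in log2 signal (SD, n = 3). The fold change of 24 against 0 d was 0.38 (standard error 0.16, adjusted p = 0.164), and the F over 6 times gave an adjusted p of 0.259. PYL11 was not analysed here.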

Ethylene could induce ABA biosynthesis [59], while ABA antagonized GA, and GA accumulation was often associated with plant cell elongation and cell division [60]. Thus, crosstalk between GA, ABA and ethylene might regulate endo-dormancy in tree peony.

### Genes Responding to Abiotic Stimulus

Totally 233 genes responding to abiotic stimulus were differentially-expressed, of which two encoded calmodulin-binding transcription activator. 

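A calmodulin-binding transcription activator (CAMTA, CUST_14074) rose from 5.34 ± 0.12 at 0 d to 6.58 ± 0.08 at 18 d in log2 signal (SD, n = 3), by 1.24 (standard error 0.20, adjusted p = 0.00285). At 6 d it measured 5.95 ± 0.25, a fold change from 0 d of 0.61 (standard error 0.20, adjusted p = 0.191). It was above background on 1 of 3 arrays at 0 d. CRK1, a CDPK-related kinase, had an adjusted p of 0.149 over the 6 times, with 5.73 ± 0.10 at 6 d and 5.24 ± 0.22 at 12 d, where it was above background on 1 of 3 arrays. Of 9 calcium probes listed by description 1 rose from 0 to 18 d and none fell. CAMTA had an adjusted p of 0.326 with slide as a block and of 0.0931 without replicate 1 of 0 d. With the 75th percentile in place of quantile normalization it was 0.388.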

One of the calmodulin-binding transcription activator was homologous to WRKY and the other similar to CDPK-related kinase, and both of them were down-regulated in early chilling treatment. Calmodulin-binding proteins exist in many different forms [61], and have been demonstrated to control calcium signaling in woody perennial species such as blackcurrant [10]. In grape, induction of CDPK was identified after artificial induction of dormancy release by hydrogen cyanamide (HC) [62]. The data suggested that calcium signaling might be involved in the mechanism of bud dormancy release.

Genes encoding CRT-binding factor (*CBF*, cluster IV) and dehydration-responsive element-binding protein (*DREB*, cluster IV) were up-regulated throughout chilling treatment periods. 

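The CBF and DREB genes of cluster IV were not analysed here, since the rows of File S4 used here end before that cluster. The 2 probes held with a CBF4 description were measured instead. CUST_11130, which File S4 places in cluster I, had a mean log2 signal of 13.53 ± 0.42 at 0 d, 14.22 ± 0.55 at 6 d, 12.51 ± 0.85 at 12 d, 12.72 ± 0.44 at 15 d, 12.33 ± 0.89 at 18 d and 13.41 ± 0.99 at 24 d (SD, n = 3), with an adjusted p of 0.145 over the 6 times. The fold change of 6 against 0 d was 0.69 (standard error 0.55, adjusted p = 0.575) and that of 18 against 0 d was -1.20 (standard error 0.55, adjusted p = 0.152). CUST_2102 gave a log2 fold change of -0.79 at 6 d (adjusted p = 0.473) and of -1.47 at 18 d (adjusted p = 0.0637), with an adjusted p of 0.181 over the 6 times.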

The CBF/DREB1 transcription factors control an important pathway for increasing abiotic stress tolerance, such as freezing and drought tolerance in plant. Constitutive expression of *CBF* in transgenic *Arabidopsis* plants resulted in an increase in freezing and drought tolerance [63], [64]. In *Vitis*, endogenous CBF was enhanced upon exposure to low temperature. It was likely that up-regulated expression of *CBF* and *DREB* with *EIN2* helped to increase freezing tolerance in tree peony after chilling treatment.

### Conclusions

Adequate artificial chilling alone is an effective way to break dormancy and promote subsequent growth and flower blossom in tree peony. The transcriptome profiles described in this paper provided clear relationships between chilling treatment and gene expression. Genes involved in GA biosynthesis and signaling, carbohydrate metabolism, energy metabolism, transporter, cell division and growth were well represented in the differentially expressed genes. In tree peony forcing culture practice, exogenous application of GA can quickly break bud dormancy, and greatly shorten the germination timespan comparing to chilling induced dormancy break. Yamauchi et al (2004) reported that low temperature could activate gibberellin biosynthesis and response pathways [33]. Our previous report showed accumulation of GA when dormant tree peony was chilling-treated [16]. Our microarray data also demonstrated that key genes related to GA biosynthesis and signaling pathway were quickly induced by artificial chilling treatment. Subsequently, GA-dependent enzymes, β-1,3-glucanase, chitinase and α-amylase were activated to recruit plasmodesmata signal, loosen cell wall, and hydrolyze starch. Carbohydrate metabolism, such as Glycolysis, Citrate cycle (TCA cycle) and Pentose phosphate pathway (PPP) were induced at the end of endo-dormancy. Similar trend was observed in oxidative phosphorylation, indicating enhanced ATP production at dormancy-breaking stage. ATP level is essential for dormancy release and sequential bud break [18]. The activation of carbohydrate metabolism and oxidative phosphorylation can promote ATP accumulation, and prepare for the following bud sprouting.

## Supporting Information

File S1 Primer sequences for Real-time PCR. Real-time PCR primers were designed using Premier Primer 5.0 software. Information on the name of the sequences containing homologue, primer sequences, Tm and expected length of PCR product was included.
(XLS)

File S2 Significantly differentially-expressed genes were identified using Tukey's HSD (Honestly Significant Difference) test (*P*<0.05). Information of probename, Genbank accession number, description, E-value, objected, normalized expression value using Tukey’s HSD test was included.
(XLS)

File S3 Significantly differentially-expressed genes were identified using the analysis method of Mathiason. Total 3,174 genes were significantly differently expressed by comparisons between 6 d chilling and any other chilling, and the expression data at 0d of chilling was not included. Information of probename, Genbank accession number, description, E-value, objected, expression values was included.
(XLS)

File S4 Cluster analysis based on averaged gene expression data from three biological replicates. The information of probeId, Genbank accession number, description, E-value, cluster, symbol, subcategory, category and the relative expression ratios of four time points of accumulated chilling phases (6 d, average of 12 d and 15 d, 18 d and 24 d) versus the average value for each of the four phases was included.
(XLS)

File S5 List of probes and differentially-expressed probes related to GA response and signaling pathway. The information of probeID, GeneID, GO subcategory, differentially expressed or not and symbol was included.
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

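Flower buds of 4-year-old plants were sampled after 0, 6, 12, 15, 18 and 24 d at 0 to 4 °C, with 3 biological replicates per time, 3 plants per replicate and 3 buds per plant. Each of the 18 samples was hybridized to 1 single-channel array. The deposited scanner files hold intensity values that Agilent's Feature Extraction had background-subtracted and spatially detrended within each array, with no normalization between arrays, per the file headers. The deposited value table holds log2 values that the authors had quantile-normalized in GeneSpring, for 14949 probes. It was used as a check and as an alternative.

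The intensities were taken to log2, spots flagged as non-uniform or as population outliers were left out, the spots of each of 14957 non-control probes were averaged, and the arrays were quantile-normalized. This left out 4 to 33 probes per array, and 233 on replicate 3 of 24 d. The correlation with the value table was at least 0.999 on every array. Signals on the array were strong, with 75th percentiles of 10357 to 16723 and 82.2 to 96.5% of probes well above background, so that the number of arrays and the spread between replicates limit the precision more than the signal does. Probes well above background on every array numbered 11299, and 186 were above it on none.

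Tests were made in R 4.3.3 with limma 3.58.1, statmod 1.5.0 and jsonlite 2.0.0. A linear model with 1 mean per time was fitted to all 18 arrays, and every adjusted p comes from limma's moderated t (a comparison of times) or moderated F (all times), with Benjamini-Hochberg adjustment over all probes and a threshold of 0.05. SD values are over the arrays of a time, and standard errors are limma's. The methods' ANOVA and Tukey's test were run on the same values with flagged spots kept, with an unadjusted p under 0.05, and Welch's ANOVA beside them. The GA list of File S5 was tested with camera, with a preset correlation of 0.01 and with an estimated one, and with fry, each adjusted over 3 comparisons (an adjustment added after the p-values were seen). Arrays were clustered by average linkage on 1 minus the Pearson correlation, and 4-point gene profiles into 4 clusters in the same way.

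The tests, the gene lists, the rule for named genes and most alternatives were fixed before the data were examined, after the paper and its tables had been read. Named genes are those the paper names whose probe Files S1, S4 or S5 identify. For 6 against 0 d, 18 against 6 d and 24 against 18 d they also include the 12 largest rises and 12 largest falls with an adjusted p under 0.05, a protein name, signal above background on every array of 1 group, and every array of 1 group above every array of the other. This rule gave fimbrin and a cation-transporting ATPase for 6 against 0 d and none for the other comparisons. It was extended to 18 against 0 d, as were the gene lists, after the counts were seen, and these are exceptions to the rule. Members of the gene lists are also named. Gene lists were drawn from descriptions in the parts of Files S1 to S5 held here, namely the first 1999 of the 3606 rows of File S2, the first 1999 of the 3174 rows of File S3 and the first 1999 rows of File S4. Since these cover part of the array, no gene set test was run on these lists. The rows hold probes that the study had called differentially expressed on these same arrays. The list members were thus chosen for changing, and their counts are not independent evidence. Over all 14957 probes, 2360 were called between 18 and 0 d.

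Alternatives were the 75th percentile in place of quantile normalization, no normalization between arrays, the deposited value table, a normexp background correction (offset 50), a filter on dim probes, slide as a fixed or random block, replicate number as a block, each array left out in turn, only the arrays compared, a trended and robust prior, a 2-fold threshold, unadjusted p, and other probes, linkage and distance for the clustering. The planned mean signal column is absent from the files, so normexp used the median signal. Counts were also set against random splits of the arrays, up to 100 for each. The test of 18 against 0 d was tested on simulated data. It recovered 34% of added log2 changes of 1 and 80% of those of 2, with 6 false among 120 calls. Control spots were left out, and genes with no identified probe were not analysed.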

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

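The comparison of 18 with 0 d for the gene lists in this part was chosen after the counts were seen. Of 31 ribosomal protein probes 5 were called (3 higher, 2 lower), of 2 proteasome probes 1 was called (higher), and of 7 photosynthesis probes 3 were called (all lower). Adjusted over the list alone, these were 6 higher and 4 lower, 2 higher, and 4 lower. Over all 14957 probes, 2360 were called. The list members come from probes the study had called on these arrays, so the counts are not independent evidence.

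Each count was compared with counts from random splits of the same arrays into groups of the same sizes. In 1 of 100 splits, the real one, the count was as large for the moderated F over 6 times (856, highest other 3) and over 5 times (52, highest other 28), for the methods' ANOVA over 6 times (4008, highest other 2260) and over 5 times (2435, highest other 1790), for Welch's ANOVA over 6 times (3755, highest other 2256) and for 18 and 24 d against 6, 12 and 15 d (259, highest other 9). For the mean of 12 and 15 d against 6 d, 20 of 84 splits gave a count of at least 1, with up to 55, so chance is not excluded for that count. Comparisons of 3 with 3 arrays allow 10 splits, too few for such a test. There 1 of 10 was as large for 6 against 0 d (12, highest other 2), 18 against 0 d (2360, highest other 1), 24 against 0 d (1158, highest other 0), 24 against 6 d (38, highest other 1) and 18 against 15 d (3, highest other 0), 2 of 10 for 18 against 6 d (3, highest other 3) and 10 of 10 for 24 against 18 d (0, highest other 0).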

How the results depend on the processing

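The alternatives with flagged spots kept, normexp on the median signal, Welch's ANOVA and the fits within slide 1 or 2 were chosen after the data were seen. No setting reversed the direction of a gene called in the main fit, 71 of 205 for 18 against 0 d and 2 of 205 for 6 against 0 d. The direction of genes not called there was not checked. Slide is close to the time itself, and other comparisons were not followed gene by gene. Of 205 genes named or listed, 71 were called between 18 and 0 d, and 1 of these stayed called with slide as a fixed block, 61 with slide as a random block and 34 without each array in turn. For the moderated F over 6 times 41 were called, and 5 stayed with slide as a fixed block, 20 with it as a random block and 9 without each array in turn. Replicate numbers do not pair the samples, since 7 of 45 same-numbered pairs correlated over 0.1 (r from -0.234 to 0.290). Gene clusters within slides, and the methods' tests with slide as a random block, were not run.

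The values that moved by over 1.5 times follow. With the 75th percentile: mean of 12 and 15 d against 6 d 0, 18 against 6 d 12, 24 against 6 d 0, gene lists 1, largest gene cluster 1565. With the deposited value table: 24 against 6 d 22. With no normalization: 6 against 0 d 0, mean of 12 and 15 d against 6 d 0, 18 against 6 d 0, 24 against 6 d 0, 18 against 15 d 0, F over 6 times 190, F over 5 times 0, GA list 2, RT-qPCR genes 1 (main 3), largest gene cluster 2013. With normexp: 6 against 0 d 38, 24 against 6 d 159, 24 against 18 d 1, 18 against 15 d 0, RT-qPCR genes 6, gene lists 3. With the filter on dim probes: 18 against 6 d 7. With slide as a fixed block: 18 against 0 d 50, 24 against 0 d 9, mean of 12 and 15 d against 6 d 3, 24 against 6 d 6, 24 against 18 d 9, 18 against 15 d 0, 18 and 24 d against the earlier times 4, F over 6 times 59, F over 5 times 11, GA list 2, RT-qPCR genes 1, gene lists 1, methods' ANOVA 2362 and 1463. With slide as a random block: 24 against 0 d 691, mean of 12 and 15 d against 6 d 0, 18 against 6 d 0, 24 against 6 d 0, 18 and 24 d against the earlier times 130, F over 6 times 322, F over 5 times 6, GA list 3. With replicate number as a block: 6 against 0 d 0, mean of 12 and 15 d against 6 d 0, 18 against 6 d 0, 24 against 6 d 0, 18 against 15 d 0, 18 and 24 d against the earlier times 115, F over 6 times 398, F over 5 times 0, GA list 3. With a trended and robust prior: 6 against 0 d 31, 24 against 6 d 131, gene lists 2. With a 2-fold threshold: 18 against 0 d 1115, 24 against 0 d 486, 24 against 6 d 21, 18 and 24 d against the earlier times 85. At an unadjusted p: 6 against 0 d 2326, 18 against 0 d 4727, 24 against 0 d 3841, mean of 12 and 15 d against 6 d 924, 18 against 6 d 1620, 24 against 6 d 2381, 24 against 18 d 1794, 18 against 15 d 1223, 18 and 24 d against the earlier times 2544, F over 6 times 4054, F over 5 times 2365, GA list 20, RT-qPCR genes 10, gene lists 83. With adjusted p in the methods' ANOVA: 909 over 6 times, 1 over 5 times, 909 with a Tukey pair. With only the arrays compared: 6 against 0 d 5, 18 against 0 d 1439, 24 against 0 d 0, mean of 12 and 15 d against 6 d 0, 18 against 6 d 1, 24 against 6 d 0, 18 against 15 d 78, 18 and 24 d against the earlier times 152. Clustering over all probes: 11 arrays nearest to their own time. Within slide 1: 6 against 0 d 0. Within slide 2: 24 against 18 d 44 (from 1 array of 24 d), 18 against 15 d 78. Leaving out 1 array gave ranges of 0 to 144 for 6 against 0 d, 1050 to 3012 for 18 against 0 d, 378 to 1736 for 24 against 0 d, 0 to 3 for the mean of 12 and 15 d against 6 d, 0 to 60 for 18 against 6 d, 0 to 135 for 24 against 6 d, 0 to 2 for 24 against 18 d, 0 to 15 for 18 against 15 d, 68 to 426 for 18 and 24 d against the earlier times, 182 to 1158 and 1 to 136 for F over 6 and 5 times, 2 to 9 for the GA list, 2 to 5 for the RT-qPCR genes, 0 to 3 for the gene lists and 14 to 17 for the clustering.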

Differences from the paper's values

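No count set beside the paper's moved by over 1.5 times with the methods' test. The GA signalling count, 12 in the paper and 8 here, lay at that limit. The 15 pairs of Tukey's test gave 1.24 to 1.48 times the paper's counts. Values from Welch's ANOVA, from normexp on the median signal and with flagged spots kept were chosen after the data were seen. The paper's 3606 probes over 6 times compare with 4008 here from the plain ANOVA and 3755 from Welch's, 3174 over 5 times with 2435 and 2337 (1611 and 1563 up and down with 1139 and 1296 from the plain ANOVA), and 1367 between 0 and 18 d with 1951. The methods' ANOVA gave 2362 and 1463 with slide as a fixed block and 909 and 1 with adjusted p, which differ from the paper's 3606 and 3174 by over 1.5 times. Of the 51 GA probes the paper marks 22 as differentially expressed, and 17 passed the plain ANOVA here. Welch's form, which the p-values of File S2 follow, was not counted for the GA list or for the clusters of File S4.

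The paper separates 0 d from the other times in its array clustering. Here replicate 1 of 6 d joined the 0 d arrays, and the first split lay between 12 and 15 d with average linkage and the Pearson correlation. With the Spearman correlation it parted slide 1 from slides 2 and 3, with replicate 3 of 12 d beside the later times, and with complete linkage it set the 0, 12 and 15 d arrays and replicate 1 of 6 d apart from the rest. In none did 0 d stand alone. AMY2, which the paper reports highest at 18 d, was highest at 0 and 15 d, with 8.72 at 18 d. It did not pass over the 6 times with all choices as planned (adjusted p = 0.0503), but did with a filter on dim probes (adjusted p = 0.0458), with flagged spots kept (adjusted p = 0.0499) and with normexp on the median signal (adjusted p = 0.0345). With normexp on the median signal, RGA2, CYC1, GR1, ATCS, cICDH, SDH2-2, MDH, SUT4 and ABP1 also passed over the 6 times (adjusted p = 0.0346, 0.0481, 0.0203, 0.0421, 0.0355, 0.038, 0.0431, 0.0467 and 0.0343). A trended and robust prior let CYC1, GR1 and cICDH pass (adjusted p = 0.0489, 0.0312 and 0.028), and the filter on dim probes GR1 and cICDH (adjusted p = 0.049 and 0.0476). Between 18 and 0 d, normexp called BAM1, ABP1, CUST_2804 and H3.2 (adjusted p = 0.04, 0.0111, 0.038 and 0.0383), the 75th percentile BAM1 and CYCD3;1 (adjusted p = 0.0319 and 0.0305), and no normalization GA2, CYCD2;1, IAA13 and HVA22A (adjusted p = 0.0388, 0.0255, 0.0266 and 0.0371).

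GA20OX, GA2, CAT1, HUB1 and CYCD1;1, which the paper reports as changing, did not pass limma's test over the 6 times (adjusted p = 0.169, 0.157, 0.26, 0.611 and 0.798). The paper used an unadjusted p, and tested GA20ox and GA2 by RT-qPCR too. Unadjusted, the plain ANOVA over 6 times gave 0.0667 for GA20OX and 0.0633 for GA2. Limma's unadjusted p was 0.0105 for GA20OX (6 against 0 d) and 0.00227 for GA2 (18 and 24 d against 6, 12 and 15 d). EIN2 had means of 12.69 at 0 d, 12.80 at 6 d, 12.88 at 12 d and 12.75 at 15 d, and was lower than at 0 d from 18 d. The paper reports a steady rise early on and a fall from 12 d. Of that rise, only 6 against 0 d was tested here, with a log2 fold change of 0.11 (adjusted p = 0.865). The probe the paper calls BAM1 is described as a CLAVATA1-like receptor kinase in File S4, and AT3G02360 as 6-phosphogluconate dehydrogenase.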

Other observations

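The comparison of 18 with 0 d for the gene lists in this part was chosen after the counts were seen. At 6 d an actin-bundling fimbrin (CUST_10004) was higher than at 0 d, with a log2 fold change of 1.26 (standard error 0.17, adjusted p = 0.0283), and a cation-transporting ATPase (CUST_3569) was lower, with -1.94 (standard error 0.27, adjusted p = 0.0283). All arrays of 0 and 6 d lie on slide 1, so a block by slide does not test this comparison. Of the 2 genes, 0 stayed called with replicate number as a block, 0 with no normalization, 1 (fimbrin) with the 75th percentile and 0 without each array in turn. Of 5 tubulin and 7 photosynthesis probes 0 were called at 6 d over all probes. Adjusted over the list alone, 3 of 5 tubulins were higher and 1 lower, and 5 of 7 photosynthesis probes were lower. A tubulin alpha probe (CUST_4328) rose from 0 to 18 d with a log2 fold change of 1.49 (adjusted p = 0.0321), and the chlorophyll a/b-binding proteins CUST_4274 and CUST_10302 fell with -1.77 (adjusted p = 0.00814) and -1.08 (adjusted p = 0.0283). None of 9 heat shock, 6 cell wall loosening, 3 lignin, 2 flowering and clock, 4 antioxidant or 1 fermentation probes was called between 18 and 0 d. Of the 2 flowering and clock probes, 1 (FLC) was above background on no array. The other (CUST_653) is the AGL20 probe of the GA list, which passed the moderated F over 6 times (adjusted p = 0.037). It rose from 0 to 24 d by 2.65 on the log2 scale (standard error 0.53, adjusted p = 0.0134), a comparison that crosses slides. The only probe of the starch list, a starch synthase, rose. Outside these lists lie AMY3, AMY2 (-4.58, adjusted p = 0.0737) and the antioxidant genes GR1 and DHAR3, both called higher.

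The test for slides, the ratio between the ANOVA forms and the count of flags below background were chosen after the results were seen, and the other tests before. The comparison of 18 with 0 d crosses slides, and a shift between slides could produce calls. If it did, 15 against 6 d, which crosses the same slides with other arrays, should show the same folds. The slope of those folds on the folds of 18 against 0 d over the 2360 called probes was 0.0486 (-0.0467 to 0.102 without 1 array), and that of replicate 3 of 12 d against the 12 d arrays of slide 1 was -0.0247. This argues against slide as the source of most of these folds. It does not exclude slide, since 15 against 6 d also differs in time and the 12 d check rests on 1 array. Within slide 1, the slope of 6 against 0 d was 0.54, a value raised by the 0 d arrays that both folds share. Weak signal is excluded, since 16.5% of probes above background on all arrays were called and 13.6% of the others, a ratio of 1.21. The loss of calls with slide as a block comes with a larger standard error.

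The p-values of File S2 follow Welch's unequal-variance ANOVA (r = 0.99974 of log p over 1999 probes) and not the plain ANOVA (r = 0.369). With 3 arrays a group such a test could let too many probes pass. Over 99 random groupings the median count was 1.22 times 5% of the probes, under the limit of 1.5 times written down before. That limit was wrong, since random groupings mix times and real differences widen their groups, and the plain ANOVA reached only 0.745 times. Welch's ANOVA let 1.64 times as many probes pass on the same groupings, so this explanation stays open.

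Some probes, 302 in all, switched between bright and dark among replicates of 1 time, by 4 or more log2 units, with 572 dark values. The array with most held 8.57% of them, which excludes 1 outlying array. None of the dark values was flagged (0%), but among all 25204 values not well above background 0 were flagged either, so flags cannot decide and defective spots stay open. Differences between the sampled plants may also account for them, but this was not tested.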
